# Itraconazole targets cell cycle heterogeneity in colorectal cancer

**DOI:** 10.1084/jem.20171385

**Published:** 2018-07-02

**Authors:** Simon J.A. Buczacki, Semiramis Popova, Emma Biggs, Chrysa Koukorava, Jon Buzzelli, Louis Vermeulen, Lee Hazelwood, Hayley Francies, Mathew J. Garnett, Douglas J. Winton

## Abstract

Cellular dormancy and heterogeneity in cell cycle length provide important explanations for treatment failure after adjuvant therapy with S-phase cytotoxics in colorectal cancer (CRC), yet the molecular control of the dormant versus cycling state remains unknown. We sought to understand the molecular features of dormant CRC cells to facilitate rationale identification of compounds to target both dormant and cycling tumor cells. Unexpectedly, we demonstrate that dormant CRC cells are differentiated, yet retain clonogenic capacity. Mouse organoid drug screening identifies that itraconazole generates spheroid collapse and loss of dormancy. Human CRC cell dormancy and tumor growth can also be perturbed by itraconazole, which is found to inhibit Wnt signaling through noncanonical hedgehog signaling. Preclinical validation shows itraconazole to be effective in multiple assays through Wnt inhibition, causing both cycling and dormant cells to switch to global senescence. These data provide preclinical evidence to support an early phase trial of itraconazole in CRC.

## Abstract (precis)

Chemotherapy-resistant dormant colorectal cancer cells are a differentiated cell that can de-differentiate and proliferate, accounting for tumor recurrence. Itraconazole induces all tumor cells, including those dormant, to proliferate then enter senescence and is effective in multiple preclinical assays.

## Introduction

Colorectal cancer (CRC) is the third most common cancer in the Western World. CRC is a heterogeneous disease and recent large scale molecular studies have identified clinically relevant overlapping subgroups that can be identified in primary tumors, primary cultures, xenografts, and traditional cell lines (De Sousa E Melo et al., 2013; Guinney et al., 2015; Linnekamp et al., 2018). This intertumoral heterogeneity is a major explanation for differential chemotherapy responses and clinical progression. Although recent advances in oncological treatment have generated marked improvements for patients with CRC, many who receive adjuvant therapy ultimately die as a result of relapse with systemic disease. There are several explanations for tumor recurrence, including cellular dormancy or quiescence that allow cancer cells to persist and reenter the cell cycle after a latent period or therapy-induced stimulation. Across cancer types, cellular dormancy has been shown to represent an important hallmark of cancer cells that facilitates immune evasion and avoidance of targeted death by S-phase cytotoxics (Kreso et al., 2013; Malladi et al., 2016). From a functional perspective, dormant CRC cells have been found to be rare, chemoresistant, and yet highly clonogenic, features compatible with a stem cell–like phenotype (Moore et al., 2012; Kreso et al., 2013). However, their true molecular identity and the mechanisms underlying dormancy remain elusive, and there is an urgent need to identify compounds that can perturb this dormant state to enable more complete cancer cell killing to prevent late recurrence.

In the normal intestine there are two stem cell populations: one rapidly dividing and another quiescent reserve population that becomes activated during tissue injury (Clevers, 2013). It is increasingly recognized that premalignant adenomas and malignant tumors contain many similar cell types as that found in the tissue of origin (Verga Falzacappa et al., 2012). Two very recent studies have identified and characterized cancer stem cell (CSC) populations in CRC (De Sousa E Melo et al., 2017; Shimokawa et al., 2017). In one study, De Sousa E Melo et al. demonstrate that liver metastases arising from primary colon cancers are highly dependent on *Lgr5*-expressing CSCs, and elimination of these cells dramatically decreases both the formation and maintenance of liver metastases, whereas in primary tumors they are redundant (De Sousa E Melo et al., 2017). In an alternative study, Shimokawa et al. (2017) show two distinct cell populations exist in human CRCs: a differentiated cell population with limited self-renewal capacity expressing *Keratin 20* (Krt20) and a proliferative CSC population expressing *Lgr5*. Intriguingly, targeting of Lgr5^+^ CSCs leads to dedifferentiation of the Krt20 population to an Lgr5^+^ status, sustaining continued tumor growth. Whether both populations are present throughout all molecular subtypes of CRC and what signaling pathways control these divergent behaviors is unknown. However, it is clear, to achieve therapeutic benefit, Lgr5^+^ CSCs and less proliferative Krt20^+^ cells must both be targeted.

The Wnt pathway is commonly hyperactivated in CRC and plays a pivotal role in intestinal stem cell maintenance. High Wnt activity has been shown to also define CSCs (Vermeulen et al., 2010). Although much is now understood about how Wnt signaling functions and several experimental compounds have been tested, it has been impossible to develop a clinically useful drug that can target the pathway. In addition to Wnt, there are several other autocrine- and paracrine-signaling pathways that are involved in controlling intestinal stem cell behavior/kinetics during epithelial homeostasis and regeneration (Beumer and Clevers, 2016). Further, there is significant cross talk between many of these signaling pathways. Perturbation of individual pathways has been shown to alter the behavior of stem cells, progenitor populations, and the proportions of differentiated cells generated. Here, we seek to characterize dormant cells in different CRC subtypes to identify controlling pathways. We hypothesize that disrupting these pathways could cause departure from dormancy with subsequent proliferation, thus rendering the tumor as a whole more susceptible to conventional therapies that target dividing cells.

## Results

### Human spheroid label–retaining cells are a differentiated population

Dormant cells have previously been identified in CRC cell lines and xenografts using dye staining and subsequent dilution assays and are classified as label-retaining cells (LRCs) if the dye is retained with time (Moore et al., 2012). To isolate and characterize CRC LRCs, we applied this approach using CFSE in 3D nonadherent serum-free spheroid culture (Fig. 1, A–C), together with FACS and transcriptomic profiling. Six human CRC cell lines representing the three main CRC subtypes (CCS1–3) were analyzed to identify potential subgroup specific patterns (Fig. 1 D; De Sousa E Melo et al., 2013; Linnekamp et al., 2018). The colon cancer subtype (CCS) classification overlaps with the recent CRC consensus classification where CCS1 = CMS2/3, CCS2 = CMS1, and CCS3 = CMS4. All lines displayed high initial CFSE staining and then dilution with time (Fig. 1 B). LRCs were visible in cultured spheroids up to 2 wk after initial seeding, compatible with a previous study for an appropriate time point to isolate tumor LRCs (Fig. 1 C; Pece et al., 2010). Cell cycle analysis of CFSE-labeled SW948 spheroids 1 wk after labeling showed a higher number of LRCs in G2/M and less in S phase, compared with cycling cells compatible with previous in vivo studies in CRC (Fig. 1 E; Moore et al., 2012). Mathematical modeling (see Materials and methods) of SW48 CFSE dilution kinetics predicted the presence of two populations, one rapidly cycling and a smaller (<2%) slowly cycling population (CFSE^High^; Fig. S1, A and B).

**Figure 1.**
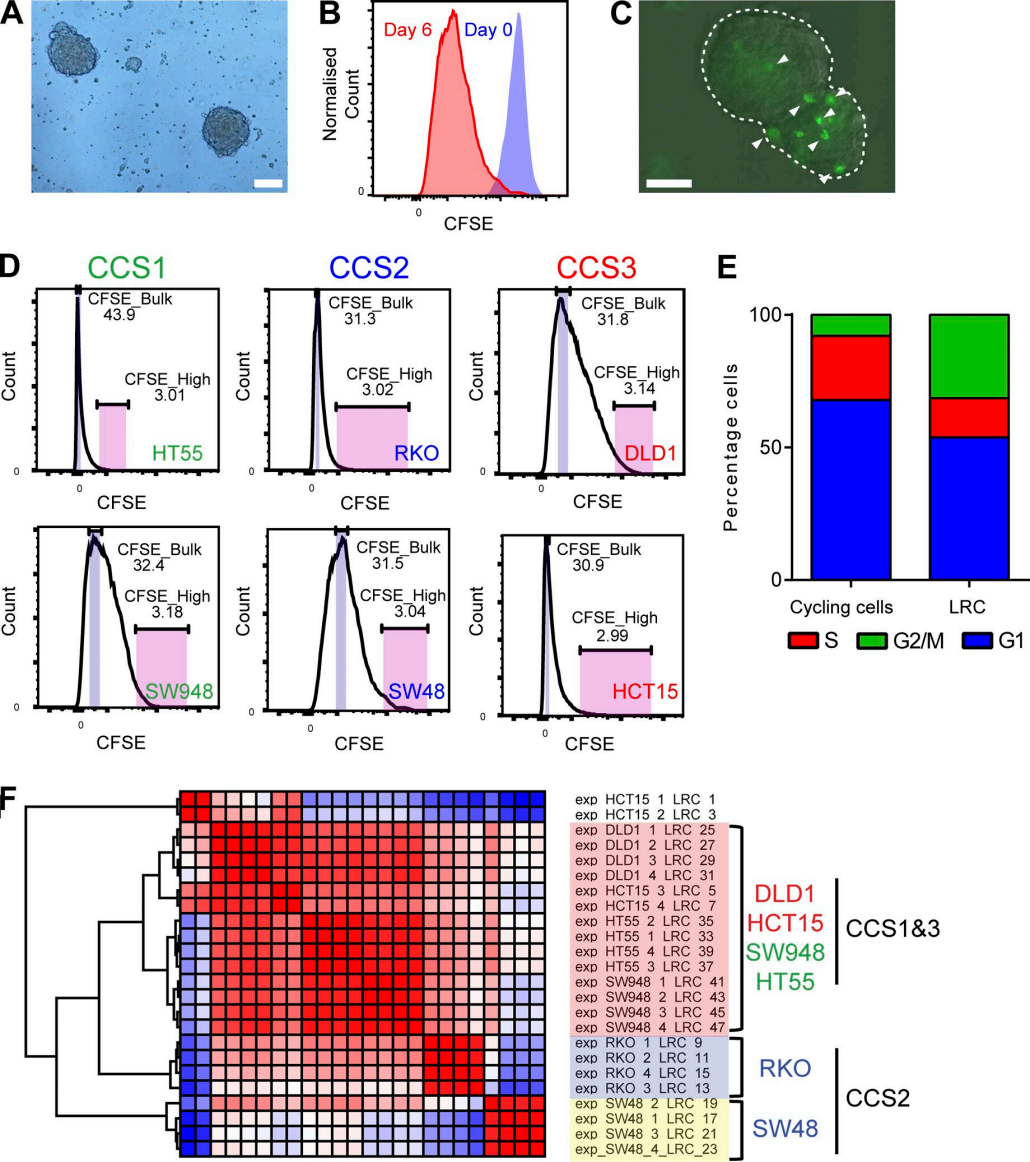
**Dormant tumor cells may be isolated from spheroid culture using dye staining with subsequent chase. (A)** Bright field image of HCT15 spheroids 5 d after seeding. **(B)** FACS histogram from SW48 spheroid cells after CFSE labeling (blue) and 6 d later (red). **(C)** Image of HCT15 spheroid 6 d after labeling with CFSE. Single CFSE^High^ (LRC) cells indicated. Bars, 100 µm (A and C). **(D)** FACS histograms of CFSE levels in 6 CRC cell lines 6 d after CFSE labeling. **(E)** Stacked bar chart showing the cell cycle status of SW948 spheroid cycling and LRCs. **(F)** Hierarchical clustering of RNAseq data for LRCs from each cell line.

To identify targetable pathways and generate a molecular signature from LRCs in spheroid culture, we performed RNA sequencing (RNAseq) on day 6 FACS-sorted LRC (CFSE^High^) and non-LRC (CFSE^Bulk^) populations (Fig. 1 D). 

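The 6 colorectal cancer cell lines were HT55 and SW948 of subtype CCS1, RKO and SW48 of CCS2, and DLD1 and HCT15 of CCS3. CFSE is a dye that is diluted at each division, so cells that have divided little stay bright. From every line, 4 biological replicates of LRCs and 4 of non-LRCs were sequenced, 48 sorted samples in all, and the replicate numbers 1 to 4 were shared by both populations of a line. The authors deposited raw counts of reads per gene for each sample, for 54127 genes listed by Ensembl identifier, after alignment of 50-bp single-end reads to hg19 (GRCh37). The paper's text names neither the aligner nor the gene annotation. Between 12237225 and 20913455 reads per sample were counted on genes, with a median of 15019417 in LRCs and 15171794 in non-LRCs. Here, counts were normalized by edgeR's TMM method, and genes with at least 10 counts in at least 4 samples were tested with edgeR's quasi-likelihood test, with cell line as a covariate and Benjamini-Hochberg adjustment. Log2 CPM values, where CPM is the count of a gene scaled to library size, were computed with a prior count of 2. The 4 replicates of each group were separate libraries. The 72 pairs of replicates differed by more than sampling noise, with a mean chi-square per gene of 2.65 in the closest pair, against 1 for noise alone. This does not make the 4 replicates independent. In DLD1-LRCs the coefficient of variation was 0.055 between replicates 1 and 2 and 0.040 between 3 and 4, against 0.102 to 0.126 across. In HCT15-LRCs it was 0.092 and 0.072, against 0.149 to 0.187. The tests of 4 against 4 samples took the replicates as independent.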

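Of 16603 genes tested across the 6 lines, 3803 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 2033 higher and 1770 lower in LRCs. With the replicate number as a block, which pairs the LRC and non-LRC samples that share a number in the labels, 4237 genes passed. A log2 fold change of at least 1 was also reached by 163 of the 3803 genes, all of them higher in LRCs. The direction of change depended on expression level. Among the 1660 genes with the lowest expression, 165 passed as higher and 10 as lower in LRCs. Among the 1661 with the highest, 197 were higher and 353 lower. A technical source of the rise in low counts was not excluded. The lines differed in the number of genes called when each was tested alone. In RKO, 5279 of 12731 genes passed, in DLD1 1978 of 13592, in HCT15 137 of 14017 and in SW48 105 of 13196. No gene passed in SW948 or HT55, where 2350 and 1005 genes had an unadjusted p-value under 0.05. Replicate number as a block changed these counts to 4738 in RKO, 4591 in DLD1, 2987 in HCT15, 1279 in SW48 and 501 in SW948, and left HT55 at 0, with 2055 genes at an unadjusted p-value under 0.05. Deviations from the group means were correlated across genes between same-numbered LRC and non-LRC samples, at a mean r of 0.477 in HCT15, 0.377 in SW48, 0.353 in DLD1 and 0.349 in HT55, against -0.159, -0.113, -0.118 and -0.105 for differently numbered samples. In SW948 the mean r was 0.0923 against -0.0303, and in RKO, where same-numbered samples did not deviate together, it was -0.0479 against 0.0163. Genes were not independent replicates in these correlations.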

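Among genes with a mean of at least 1 log2 CPM and an adjusted p-value under 0.05, 22 were counted as higher in LRCs in all 24 same-numbered pairs. Another 30 were counted as lower in all 24. Pairs in which neither sample had a read could be counted with a direction, so both numbers are upper limits. The largest increase among them was in ABCG1 (ENSG00000160179, chromosome 21 of GRCh37 from 43619799 to 43717354), a sterol transporter, with a log2 fold change of 1.00 (standard error 0.13, adjusted p = 2.89e-07 from edgeR's quasi-likelihood test). CCN3 followed at 0.74 (standard error 0.13, adjusted p = 4.94e-05), then the histone gene H2BC5 at 0.71 (standard error 0.12, adjusted p = 1.43e-05), MPZL3 at 0.66 and ARRDC3 at 0.64. In HT55, CCN3 was near the detection limit, at 0.0557 ± 0.0374 CPM in LRCs and 0.0352 ± 0.0406 CPM in non-LRCs (SD, n = 4). Its direction there was thus not established in every pair. H2BC5 belongs to a family of near-identical histone genes, so its count is uncertain where reads could fit several copies. The largest decrease was in SLC29A2 (ENSG00000174669, chromosome 11 from 66129992 to 66139685), a nucleoside transporter, at -0.39 (standard error 0.05, adjusted p = 6.42e-07). B9D1 was lower by a log2 fold change of -0.39, SRSF2 by -0.35, MLKL by -0.35 and FAR2 by -0.35. In DLD1, ABCG1 was at 19.4 ± 2.02 CPM in LRCs and 6.03 ± 1.22 CPM in non-LRCs (SD, n = 4), and in HT55 at 27.6 ± 7.47 and 17.2 ± 1.22 CPM.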

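Log2 CPM values were averaged over the 8 samples of each line, and the lines were compared by Pearson's r across genes. The same-subtype pairs had an r of 0.957 (DLD1 and HCT15, CCS3), 0.884 (HT55 and SW948, CCS1) and 0.844 (RKO and SW48, CCS2). Between subtypes, r ranged from 0.741 for HT55 and RKO to 0.881 for SW948 and DLD1. SW48 was closer to HCT15 (0.879) and DLD1 (0.869) than to RKO. The mean r of the same-subtype pairs was 0.0608 above that of the other pairs, which was the largest difference among the 15 ways to pair the 6 lines (one-sided exact permutation p = 0.06667, the smallest p that 15 arrangements allow). Each of the 48 samples had its highest r with another sample of its own line. For 40 samples that nearest sample came from the same population of the line, LRC or non-LRC (83.3%), and for 5 it was the sample of the other population with the same replicate number. With the 1000 most variable genes, the share with a nearest sample of the same population was 91.7%. With 1 replicate left out, that share was 66.7% to 80.6%.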

Hierarchical clustering showed that cell lines clustered primarily according to subtype and secondarily to CFSE retention (Fig. S1 C). CCS1^+^3-LRCs were most similar in expression profile while CCS2-LRCs clustered separately (Fig. 1 F). 

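Between LRCs alone, line means of log2 CPM over the 4 replicates gave an r across genes of 0.951 for DLD1 and HCT15 and 0.877 for HT55 and SW948. Across CCS1 and CCS3, LRCs of SW948 and DLD1 had an r of 0.869, SW948 and HCT15 0.859, HT55 and DLD1 0.840 and HT55 and HCT15 0.819. RKO and SW48, the CCS2 lines, had an r of 0.830 with each other. SW48-LRCs had an r of 0.869 with HCT15-LRCs and 0.858 with DLD1-LRCs, and the lowest r, 0.716, was between RKO-LRCs and HT55-LRCs. The mean r among the 4 CCS1 and CCS3 lines was 0.0630 above their mean r with the CCS2 lines, the largest difference among the 15 choices of 2 lines (one-sided exact permutation p = 0.06667, the smallest p possible). Average-linkage clustering of the 24 LRC samples into 2 groups placed the 4 RKO samples apart from the other 20. In 3 groups, the 4 RKO samples stayed apart, the 8 HT55 and SW948 samples formed a group, and the 12 DLD1, HCT15 and SW48 samples formed another. In 6 groups, each line was a group of its own.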

As predicted by their LRC status, gene ontology (GO) pathways associated with down-regulated genes were dominated by cell cycle components (Fig. 2 A). 

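Of 43 S-phase genes and 54 G2/M genes listed for cell cycle scoring in the Seurat package, 42 and 54 were tested. Ranked by the log2 fold change across the 6 lines, the S-phase genes had a normalized enrichment score of -2.98 (gene permutation p = 0.000861) and the G2/M genes of -2.99 (gene permutation p = 0.00119), each p being the smallest that 10000 permutations could give for a negative score of that set. Such a p treats genes, not lines, as the units. Averaged over the set, S-phase genes in LRCs changed by -0.63 log2 CPM in RKO, -0.52 in DLD1 and -0.27 in SW48, and were lower in all 4 same-numbered pairs of each of these lines. In SW948 and HT55 the change was -0.02 and 0.01, within the spread of the replicates, and in HCT15 it was 0.10, with all 4 pairs higher in LRCs. G2/M genes changed by -0.47 in RKO, -0.47 in DLD1 and -0.44 in SW48, and by 0.02 in SW948 and 0.05 in HT55. In HCT15 they changed by 0.28, with all 4 pairs higher in LRCs. Ranked by the fold change in HCT15 alone, the score was 1.68 for S-phase genes (gene permutation p = 0.00642) and 2.41 for G2/M genes (gene permutation p = 0.000164). In RKO, DLD1 and SW48 both scores were negative. The exact test of 4 LRC against 4 non-LRC samples gave p = 0.0286, the smallest it allows, in RKO and DLD1 for both sets, and p = 0.371 for S-phase genes and 0.343 for G2/M genes in SW48 and 0.543 and 0.371 in HCT15. Over the 6 line means, the change was -0.22 for S-phase genes (exact sign-flip p = 0.1875, two-sided) and -0.17 for G2/M genes (exact sign-flip p = 0.25). Taking the 24 same-numbered pairs as a block instead gave a permutation p of 0.00151 and 0.0297, which treats the 4 pairs of a line as independent although the effects differed between lines. CDCA7, an S-phase gene on chromosome 2 of GRCh37 from 174219548 to 174233725, had a log2 fold change of -0.45 (standard error 0.08, adjusted p = 4.48e-05 from edgeR's quasi-likelihood test), and the G2/M gene CDC20 of -0.32 (standard error 0.10, adjusted p = 0.0158).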

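Cholesterol biosynthesis, also among the pathways of Fig. 2 A, was measured with 20 genes of the pathway listed by hand. Their mean change in LRCs was -0.58 log2 CPM in RKO, -0.27 in DLD1, -0.24 in SW48, -0.23 in HCT15 and -0.20 in HT55, and 0.00 in SW948. It was negative in 21 of 24 same-numbered pairs (permutation p = 1e-05, the smallest that 100000 resamples can give), and over the 6 line means the exact sign-flip p was 0.0625. LSS had a log2 fold change of -0.30 (standard error 0.05, adjusted p = 4.22e-06 from edgeR's quasi-likelihood test), MVK of -0.32 (standard error 0.06, adjusted p = 4.44e-05) and FDFT1 of -0.32 (standard error 0.06, adjusted p = 0.000138).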

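For the complement pathway, 16 of 31 complement components and regulators listed by hand were expressed highly enough to be tested. Their mean log2 CPM was higher in LRCs in all 6 lines, by 0.58 in RKO, 0.41 in DLD1, 0.32 in SW948, 0.22 in HCT15, 0.12 in SW48 and 0.12 in HT55. The mean over lines was 0.30 (exact sign-flip p = 0.031, the smallest that 6 lines allow, and 0.0469 after Benjamini-Hochberg adjustment over 12 gene sets), and 21 of 24 same-numbered pairs went up. Within a line, the exact test of 4 against 4 reached its smallest p of 0.0286 in RKO, DLD1, SW948 and HCT15, but p was 0.286 in SW48 and in HT55. The genes with the smallest p were CLU, CD59 and CD55. CLU (ENSG00000120885, chromosome 8 of GRCh37 from 27454434 to 27472217) had a log2 fold change of 0.85 (standard error 0.11, adjusted p = 4.22e-07 from edgeR's quasi-likelihood test) and was at 296 ± 28.8 CPM in RKO-LRCs against 166 ± 19.1 CPM in RKO non-LRCs (SD, n = 4). CD55 had a log2 fold change of 0.44 (standard error 0.08, adjusted p = 5.44e-05) and CD59 of 0.22 (standard error 0.04, adjusted p = 1.90e-05). Ranked by fold change, the complement genes had a normalized enrichment score of 1.76 (gene permutation p = 0.00211). The gene ontology database used by the paper was not used here, so cell adhesion and cytoskeletal remodeling were not scored as pathways.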

GO pathway analysis of overexpressed genes in LRCs across subtypes demonstrated strong representation from pathways involved in the immune response (complement pathway), cell adhesion, and cytoskeletal remodeling (Fig. 2 B). Gene set enrichment analysis (GSEA) showed the most significant hallmark gene set enriched in LRCs was implicated in hedgehog (Hh) signaling, whereas the most underrepresented gene set was associated with targets of Myc (Fig. 2 C). 

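Hallmark gene sets were not used here in their published form. Lists meant to follow them were written out by hand, with 36 Hh signaling genes and 200 Myc targets, of which 30 and 199 were tested. Ranked by the log2 fold change across the 6 lines, Hh signaling genes had a normalized enrichment score of 1.85 (gene permutation p = 0.000715, adjusted p = 0.00172 over 10 sets), and 14 of them made up the leading edge. Myc targets had a score of -3.35 (gene permutation p = 0.0244, the smallest possible because few permutations gave a negative score). Only 10 sets were scored, so the rank of these sets among all hallmark sets was not measured. When only genes with at least 10 counts in every sample were kept, the score of the Hh signaling genes was 1.40 (gene permutation p = 0.0967). The Hh signaling genes were higher in LRCs in all 6 lines, by 0.39 log2 CPM in RKO, 0.35 in SW948, 0.25 in DLD1, 0.16 in HT55, 0.10 in SW48 and 0.03 in HCT15, with a mean of 0.21 (exact sign-flip p = 0.031). Myc targets were lower in all 6 lines, by -0.36 in RKO, -0.22 in DLD1, -0.10 in SW48, -0.06 in SW948, -0.03 in HT55 and -0.01 in HCT15, with a mean of -0.13 (exact sign-flip p = 0.031). Within a line, the exact test of 4 against 4 gave its smallest p of 0.0286 for Myc targets in RKO, DLD1 and SW48, but p = 0.257 in SW948, 0.429 in HT55 and 0.857 in HCT15, where 2 of 4 pairs were lower. For Hh signaling genes the exact test gave p = 0.0286 in RKO and DLD1, 0.0571 in SW948 and HT55, 0.0857 in SW48 and 0.429 in HCT15, where 2 of 4 pairs were higher. Ranked by the fold change in HCT15 alone, Myc targets had a normalized enrichment score of 0.47 (gene permutation p = 1). With the same-numbered pairs taken from the labels as a block, 20 of 24 pairs were higher for Hh signaling genes (permutation p = 2e-05) and 20 of 24 lower for Myc targets (permutation p = 4e-05).

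**Figure D1:**
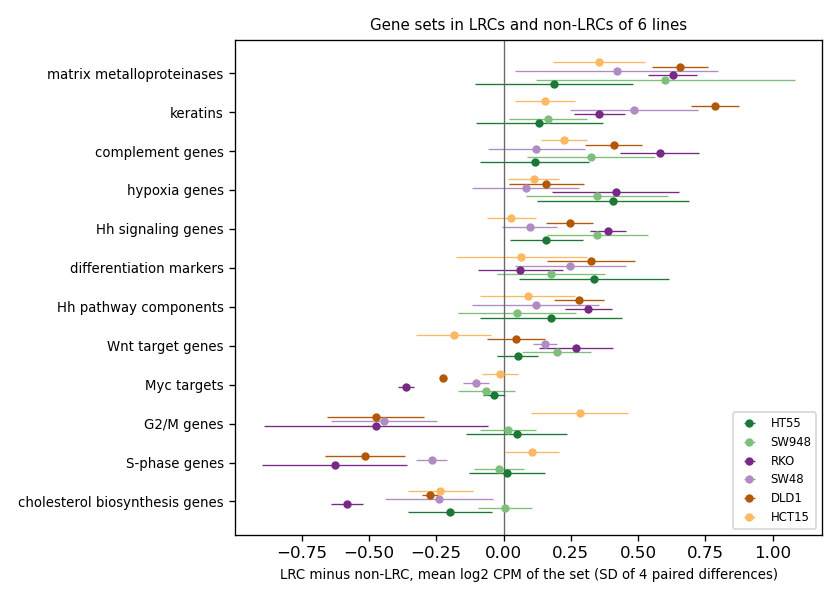
Change of each gene set in LRCs, as the LRC minus non-LRC difference in mean log2 CPM (horizontal axis), for the 6 lines. Points are line means over 4 replicates, bars are the SD of the 4 same-numbered differences, and the vertical line marks no change. The points of Hh signaling genes run from 0.03 in HCT15 to 0.39 in RKO, and those of Myc targets from -0.36 in RKO to -0.01 in HCT15.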

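Within the Hh signaling list, the smallest p-values were those of NRP1, VLDLR and HEY1, with log2 fold changes of 0.75 (standard error 0.15, adjusted p = 0.000233 from edgeR's quasi-likelihood test), 0.66 (standard error 0.13, adjusted p = 0.000317) and 0.88 (standard error 0.18, adjusted p = 0.000401). HEY1 was near the detection limit, with 970 counts over the 48 samples. The increase of NRP1 differed between lines. Its log2 fold change was 1.86 in RKO, 1.49 in SW948, 0.49 in DLD1 and 0.40 in HCT15, but -0.08 in HT55. In SW48 NRP1 was under 1 CPM. VLDLR was at 0 CPM in both populations of SW48 and at 0.0406 CPM in RKO-LRCs. Among the components of the pathway, PTCH1 (ENSG00000185920, chromosome 9 of GRCh37 from 98205262 to 98279339) had a log2 fold change of 0.18 (standard error 0.05, adjusted p = 0.00809) and was higher in LRCs in 19 of 24 pairs. GLI1 (chromosome 12 from 57853568 to 57866051) had a log2 fold change of 0.47 (standard error 0.17, adjusted p = 0.0413), from 755 counts in all 48 samples, and in RKO it was at 4.88 ± 0.304 CPM in LRCs and 2.44 ± 0.438 CPM in non-LRCs (SD, n = 4). In HCT15 GLI1 was at 1.58 and 1.43 CPM, and in the other lines it was under 1 CPM, with 0.472 and 0.580 CPM in SW48. SMO, with 190 counts in all, had a log2 fold change of 0.64 (standard error 0.28, adjusted p = 0.0999). GLI2, SHH and SUFU did not change beyond the replicate error, at 0.04 (standard error 0.10), 0.05 (adjusted p = 0.779) and 0.01 (adjusted p = 0.911), and GLI3, with 56 counts in all, was too low to test. MYC itself had a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.008) and was lower in LRCs in 22 of 24 pairs. Among Myc targets, SRSF1 changed by -0.44 (standard error 0.05, adjusted p = 1.69e-08), HNRNPA3 by -0.34 and HNRNPA1 by -0.27.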

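Of 21 matrix metalloproteinase genes and 55 keratin genes, taken by their symbols, 10 and 29 were expressed highly enough to be tested. Matrix metalloproteinases were higher in LRCs in all 6 lines, by a mean of 0.47 log2 CPM (exact sign-flip p = 0.031) and in 21 of 24 same-numbered pairs, and their normalized enrichment score was 1.84 (gene permutation p = 0.000143, the smallest possible). By the exact test of 4 LRC against 4 non-LRC samples, p was 0.0286 in RKO and DLD1, 0.0571 in HCT15 and 0.0857 in SW48. It was 0.114 in SW948 and 0.286 in HT55. The counts of matrix metalloproteinases were low. MMP1 (ENSG00000196611, chromosome 11 of GRCh37 from 102660132 to 102668891) had a log2 fold change of 2.18 (standard error 0.28, adjusted p = 2.89e-07 from edgeR's quasi-likelihood test), and its level was 30.0 ± 2.77 CPM in RKO-LRCs and 10.8 ± 1.61 CPM in RKO non-LRCs (SD, n = 4), but 3.82 ± 2.14 CPM in SW48-LRCs and under that in the LRCs of the other 4 lines. MMP10 had a log2 fold change of 2.55 (standard error 0.30, adjusted p = 8.15e-08) and was at 7.34 ± 1.11 CPM in RKO-LRCs and 1.68 ± 0.463 CPM in RKO non-LRCs. MMP19 had a log2 fold change of 1.71 (standard error 0.27, adjusted p = 6.19e-06) from 167 counts in all 48 samples. Restricting the set to genes with at least 10 counts in every sample brought the mean change to 0.02 (exact sign-flip p = 0.844). Keratins were higher in all 6 lines, by 0.78 log2 CPM in DLD1, 0.48 in SW48, 0.36 in RKO, 0.17 in SW948, 0.15 in HCT15 and 0.13 in HT55, with a mean of 0.35 (exact sign-flip p = 0.031), and their normalized enrichment score was 2.09 (gene permutation p = 0.000119, the smallest possible). In RKO the set was near the detection limit, at a mean of -1.26 log2 CPM in LRCs and -1.62 in non-LRCs. In SW948 it was at 0.30 and 0.13. With each line tested alone, 6 keratins were expressed highly enough in RKO and 10 in SW948. For keratins the same exact test gave p = 0.0286 in DLD1, RKO and HCT15, 0.0571 in SW48, 0.143 in SW948 and 0.171 in HT55. KRT15 had a log2 fold change of 0.82 (standard error 0.13, adjusted p = 1.05e-05 from edgeR's quasi-likelihood test). KRT13 had one of 1.23 (standard error 0.23, adjusted p = 0.000112) and KRT79 of 2.70 (standard error 0.40, adjusted p = 5.93e-05). The increase of KRT79 lay in RKO alone, at 10.2 ± 3.02 CPM in LRCs and 0.849 ± 0.241 CPM in non-LRCs. KRT79 was at 0.318 and 0.282 CPM in SW48 and at 0 CPM in both populations of the other 4 lines. KRT13 and KRT79 rested on 511 and 701 counts over the 48 samples. Keratin genes share sequence with one another and with pseudogenes, and reads that fit several of them were not assigned to a gene. From the expression of both families, the paper proposes that LRCs may be differentiated cells.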

Matrix Metalloproteinases and Keratins were abundantly expressed in LRCs, suggesting that LRCs may represent a differentiated cell population. To test for similarities with differentiated CRC cell signatures, GSEA was performed on the microarray expression dataset generated from the recent Shimokawa study (Shimokawa et al., 2017). The top 200 genes expressed in Lgr5^+^ CSCs and Krt20^+^-differentiated cells were compared with the LRC transcriptome (Data S1 and Fig. 2 D). 

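The signatures of the cited microarray study were not used here, and 20 markers of intestinal differentiation were listed by hand, of which 17 were tested. These markers were higher in LRCs in all 6 lines, by 0.33 log2 CPM in HT55, 0.33 in DLD1, 0.25 in SW48, 0.18 in SW948, 0.07 in HCT15 and 0.06 in RKO. The exact test of 4 against 4 gave p = 0.0286 in DLD1, 0.0857 in HT55, 0.114 in SW48, 0.229 in SW948 and 0.657 in both HCT15 and RKO, so the increase in the last 2 lines was within the replicate error. In RKO the markers were near the detection limit, at a mean of -1.37 log2 CPM in LRCs. Ranked by the fold change in a line alone, their normalized enrichment score was -0.98 in RKO (3 genes, gene permutation p = 0.543) and -1.06 in HCT15 (gene permutation p = 0.394). For these markers it was 1.75 in SW48, 1.73 in HT55, 1.64 in DLD1 and 1.54 in SW948 (gene permutation p = 0.00417, 0.00499, 0.0143 and 0.0443). Their mean change was 0.20 (exact sign-flip p = 0.031), with 19 of 24 same-numbered pairs higher, and their normalized enrichment score was 1.61 (gene permutation p = 0.0150). When only genes with at least 10 counts in every sample were kept, the mean change was -0.13 (exact sign-flip p = 0.5625). The markers with the smallest p-values were CEACAM6, CEACAM5 and AQP8. CEACAM6 had a log2 fold change of 1.02 (standard error 0.15, adjusted p = 3.39e-06 from edgeR's quasi-likelihood test). CEACAM5 was at 0.91 (standard error 0.19, adjusted p = 0.000332) and AQP8 at 1.58 (standard error 0.32, adjusted p = 0.000413, from 200 counts in all). CEACAM5 and CEACAM6 are neighboring paralogs on chromosome 19 of GRCh37. In HT55, CEACAM5 was at 2982 ± 482 CPM in LRCs and 2592 ± 217 CPM in non-LRCs (SD, n = 4). KRT20 (ENSG00000171431, chromosome 17 from 39032141 to 39041494) had a log2 fold change of -0.07 (standard error 0.07, adjusted p = 0.525). Its level was 836 ± 49.3 CPM in SW948-LRCs and 797 ± 44.7 CPM in SW948 non-LRCs, 525 ± 50.9 and 624 ± 124 CPM in HT55, and under 1 CPM in RKO and SW48. MUC2 changed by -0.15 (adjusted p = 0.633), within the replicate error, and AGR2 by -0.17 (adjusted p = 0.0395). CDX2 changed by -0.14 across the lines (adjusted p = 0.237). In HCT15, CDX2 was at 224.3 ± 89.1 CPM in LRCs and 378.3 ± 113.4 CPM in non-LRCs, a log2 fold change of -0.74 (adjusted p = 0.233, and 9.26e-06 with the replicate block), and in DLD1 its log2 fold change was 0.15 (adjusted p = 0.365, and 0.00797 with the replicate block).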

There was a highly significant enrichment of the differentiated cell signature with the LRC transcriptome. Conversely, there was an enrichment of the Lgr5 CSC signature with non-LRCs (Fig. 2 D). 

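The Lgr5 signature was likewise not used here, and its namesake and other stem cell markers named by the paper were read from the counts. LGR5 (ENSG00000139292, chromosome 12 of GRCh37 from 71833578 to 71980090) had a log2 fold change of -0.19 in LRCs. Its standard error was 0.10 and its adjusted p 0.172 (edgeR's quasi-likelihood test). LGR5 was lower in at most 14 of 24 same-numbered pairs. That count can give a direction to pairs without a read, and LGR5 was at 0 CPM in RKO-LRCs. With the replicate number as a block, the adjusted p of LGR5 was 0.0923. LGR5 was at 90.8 ± 16.3 CPM in HT55-LRCs and 117 ± 31.9 CPM in HT55 non-LRCs (SD, n = 4), at 34.96 ± 8.56 and 47.5 ± 9.55 CPM in DLD1, at 34.3 ± 3.62 and 32.8 ± 1.23 CPM in SW948 and at 3.24 ± 0.923 and 3.05 ± 1.30 CPM in SW48, and it was under 1 CPM in RKO and HCT15. Tested in DLD1 alone, its log2 fold change of -0.43 had an adjusted p of 0.129, and 2.22e-06 with the replicate block. EPHB2 changed by -0.08 (standard error 0.04, adjusted p = 0.174), and SOX9 by 0.24 (standard error 0.11, adjusted p = 0.127). For SOX9 the lines differed in direction. SOX9 was at 39.2 ± 6.68 CPM in RKO-LRCs and 9.96 ± 0.984 CPM in RKO non-LRCs, a log2 fold change of 1.98 (adjusted p = 2.07e-08), and in HCT15 its log2 fold change was -0.30 (adjusted p = 0.267, and 0.0351 with the replicate block). In the other 4 lines SOX9 did not change beyond the replicate error. EPHB2 passed in no line alone, but in DLD1 its adjusted p was 0.0163 with the replicate block, at -0.14.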

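Wnt target genes were 24 genes listed by hand, all of them tested. Their mean log2 CPM in LRCs was 7.35 in HT55 and 5.66 in SW948, the CCS1 lines, against 2.40 in RKO and 4.15 in SW48 of CCS2, and 5.58 in DLD1 and 5.02 in HCT15 of CCS3. The SD over 4 replicates was between 0.03 in HT55 and 0.20 in DLD1. The CCS1 mean was 2.22 log2 CPM above the mean of the other 4 lines, the largest difference among the 15 choices of 2 lines (one-sided exact permutation p = 0.06667, the smallest p possible). SW948 was above DLD1 by less than 1 SD of the replicates. In the non-LRCs the order at the top was the other way for these 2 lines, at 5.46 in SW948 and 5.53 in DLD1.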

We also noted, using our RNAseq data, that mRNA levels of Wnt target genes were elevated in CCS1-LRCs when compared with CCS2- and 3-LRCs, compatible with the overall higher Wnt activity reported in this subtype (Fig. S1 D). However, LRCs from all subtypes (including CCS1) had lower levels of Wnt target gene expression than non-LRCs.

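Compared with non-LRCs, the mean log2 CPM of the 24 Wnt target genes in LRCs was higher by 0.27 in RKO, 0.20 in SW948, 0.15 in SW48, 0.05 in HT55 and 0.05 in DLD1, and changed by -0.19 in HCT15. The exact test of 4 LRC against 4 non-LRC samples gave its smallest p of 0.0286 in RKO and SW48, p = 0.114 in SW948, 0.314 in HT55, 0.657 in DLD1 and 0.2 in HCT15. That test did not use the replicate numbers. All 4 same-numbered pairs were higher in LRCs in RKO, SW48 and SW948, and all 4 were lower in HCT15. Over the 6 line means, the change was 0.09 (exact sign-flip p = 0.1875). In all, 18 of 24 same-numbered pairs were higher in LRCs (permutation p = 0.0224 with the pairs as a block). The normalized enrichment score across the 6 lines was 0.98 (gene permutation p = 0.513). For single lines the score was 1.82 in SW948 (gene permutation p = 0.00176) and -1.69 in HCT15 (gene permutation p = 0.00959). In the remaining lines it ran from 1.08 in DLD1 to 1.40 in SW48 (gene permutation p = 0.373 and 0.109). Single targets moved in both directions. MYC had a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.008 from edgeR's quasi-likelihood test), CLDN1 of 0.39 (standard error 0.10, adjusted p = 0.00435), and AXIN2 of -0.10 (standard error 0.07, adjusted p = 0.2997). SMOC2 had a log2 fold change of 0.96 (standard error 0.29, adjusted p = 0.0131) but was higher in at most 10 of 24 pairs. The count gives a direction to pairs without a read, and SMOC2 was at 0 CPM in both populations of RKO. The increase of SMOC2 lay in SW948, at 9.34 ± 6.01 CPM in LRCs and 1.83 ± 0.794 CPM in non-LRCs. SMOC2 was at 11.8 and 11.6 CPM in HT55 and under 1 CPM in the other 4 lines. AXIN2 was at 517 ± 143 CPM in HCT15-LRCs and 750 ± 110 CPM in HCT15 non-LRCs (SD, n = 4), the largest difference among the 6 lines, with a log2 fold change of -0.53 (adjusted p = 0.204, and 0.000189 with the replicate block).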

**Figure 2.**
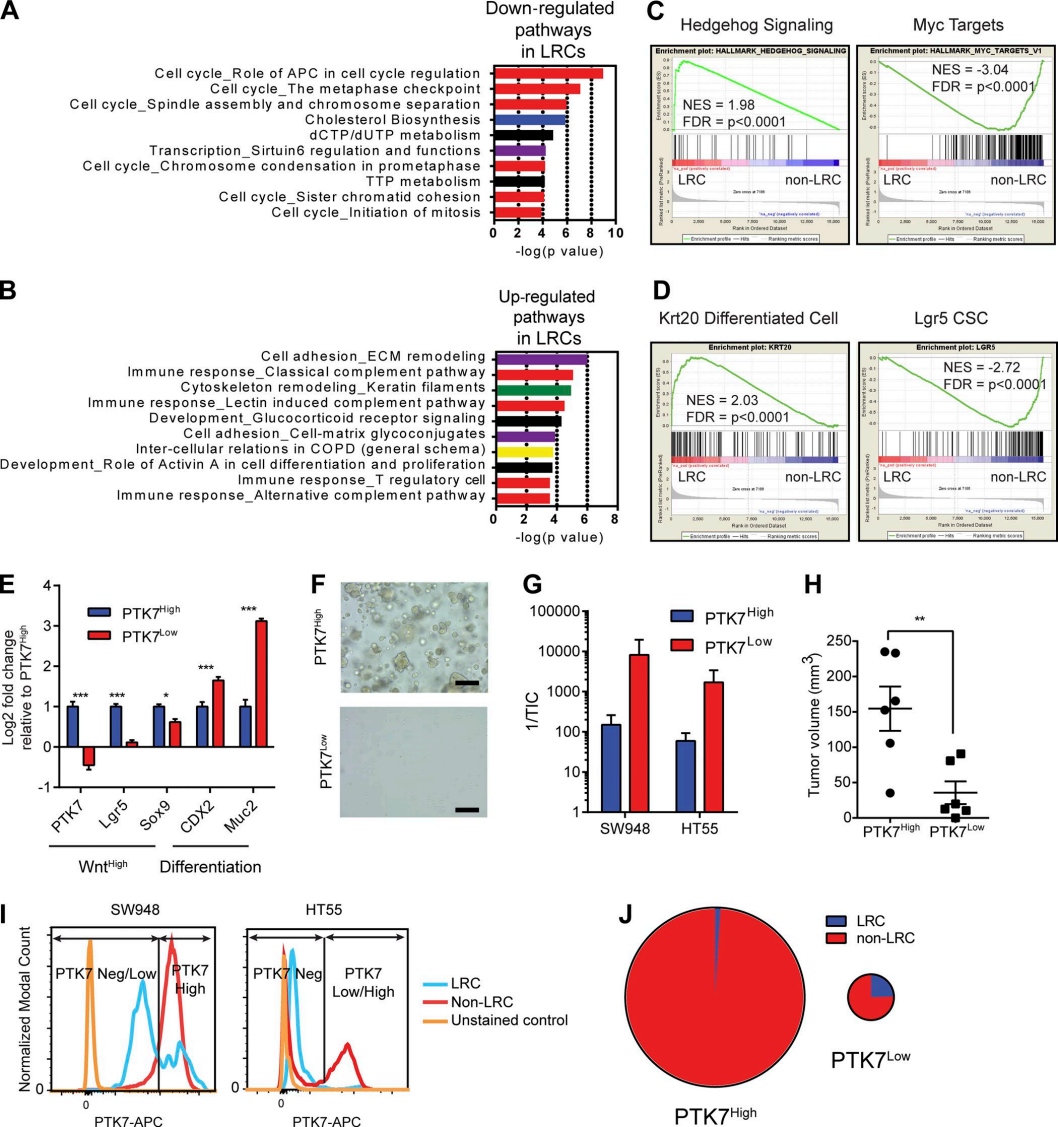
**Dormant CRC cells are a differentiated cell population. (A)** GO pathway analysis of genes down-regulated in LRCs. **(B)** GO pathway analysis of genes up-regulated in LRCs. **(C)** GSEA charts of significantly enriched gene sets in LRCs and non-LRCs. **(D)** GSEA showing enrichment of the Krt20 differentiated gene set in LRCs and the Lgr5 CSC gene set in non-LRCs. **(E)** RT-PCR histogram showing enrichment of Wnt targets in PTK7^High^ and differentiation markers in PTK7^Low^. *n* = 6; mean ± SEM. ***, P < 0.001; *, P < 0.05 by two-way ANOVA. **(F)** Bright field images of PTK7^High^ and PTK7^Low^ SW948 spheroid cells 5 d after seeding in nonadherent culture. Bars, 100 µm. **(G)** Histogram of the tumor-initiating cell frequency (TIC) from FACS sorted SW948 and HT55 spheroids. Mean ± SEM. **(H)** Column scatter plot of xenograft sizes derived from PTK7^High^ and PTK7^Low^ SW948 cells. Mean ± SEM; **, P < 0.01 by unpaired *t* test. **(I)** FACS histogram of PTK7 levels in LRCs and non-LRCs derived from CFSE-labeled SW948 and HT55 spheroids. **(J)** Pie charts of the relative proportions of LRCs and non-LRCs within PTK7^High^ and PTK7^Low^ populations from SW948 spheroids. Size of each chart is proportional to relative numbers of cells present.

To validate the Krt20/Lgr5 GSEA findings (Fig. 2 D), FACS was used using a CSC-specific marker. From the Sato microarray data for Lgr5^+^ CSCs, we identified a potential antibody based marker founded on the newly described human colon stem cell marker PTK7 (Data S1; Jung et al., 2015; Shimokawa et al., 2017). In the normal colon, PTK7^High^ marks the Wnt^High^ Lgr5^+^ stem cell compartment and PTK7^Neg/Low^, a nonclonogenic differentiated population. To ascertain whether PTK7 marks similar populations in human CRCs, FACS was performed for PTK7^High^ and PTK7^Low^ populations from SW948 spheroids, and then RT-PCR was performed for Wnt target genes (Lgr5 and EphB2) and differentiation markers (CDX2 and Muc2). RT-PCR confirmed PTK7^High^ and PTK7^Low^ mark a stem-like Wnt^High^ population and a differentiated population, respectively (Fig. 2 E). It was noted that when PTK7^High^ cells were grown in spheroid culture, they had far higher spheroid-forming efficiency than PTK7^Low^ cells (Fig. 2 F). To quantify these differences, extreme limiting dilution analysis (LDA) was performed using PTK7^Low^ and PTK7^High^ cells from SW948 and HT55 spheroids to identify spheroid forming efficiencies (Fig. 2 G). LDA demonstrated that PTK7^High^ cells from both cell lines had a higher tumor-/spheroid-initiating cell (TIC) frequency than PTK7^Low^ cells. Next, we sought to establish whether PTK7^High^ cells were more proliferative in vivo than PTK7^Low^ cells compatible with their Wnt^High^ CSC phenotype. PTK7^High^ and PTK7^Low^ cells were sorted from SW948 spheroids, and 50,000 cells (to ensure adequate tumor formation from both populations) were engrafted bilaterally into NSG mice. Mice were left for 5 wk to establish subsequent tumor size. Tumors grew in all mice engrafted with PTK7^High^ cells and all but one of the PTK7^Low^-engrafted animals, compatible with the previously calculated TIC frequencies. Tumors derived from PTK7^High^ cells were found on average to be larger than those from PTK7^Low^ cells (*n* = 6; Fig. 2 H and Fig. S1 E)

Having validated PTK7 expression as a novel CSC marker and a read-out of Wnt activity, FACS quantification of PTK7 levels was performed from single cells derived from CFSE-labeled CCS1-SW948 and HT55 6-d spheroids, which confirmed LRCs to generally be marked by PTK7^Low^ and non-LRCs PTK7^High^ (Fig. 2 I). Validating the GSEA analyses in SW948 cells, it was found that 64% ± 2% of LRCs were found to be PTK7^Neg/Low^, whereas 82% ± 2% of non-LRCs were PTK7^High^; that is, the majority of LRCs have lower levels of PTK7 than non-LRCs (Fig. 2 I). Further, of the PTK7^Neg/Low^ population, 24.5% ± 3% were LRCs, implying that LRCs are a subpopulation of differentiated tumor cells, yet the majority (98.8% ± 0.1%) of PTK7^High^ cells are cycling cells (Fig. 2 J).

To ascertain whether LRCs derived from primary CRCs were similar to those from CRC cell lines, we made use of patient-derived organoid (PDO) culture. Three CRC PDO lines were generated from primary tissue and cultured as previously reported (van de Wetering et al., 2015). Targeted sequencing showed that all three lines were derived from the common CCS1 subtype (Data S1 and Materials and methods). PDOs were passaged, and cells were labeled with CFSE as described earlier. After 8 d in culture, organoids were disaggregated and cells underwent flow cytometric analysis of CFSE and PTK7 levels (Fig. 3, A–C). In line with the results from the cell lines, the vast majority (97% ± 0.6%) of PDO-LRCs from all lines retained a PTK7^Neg/Low^ differentiated cell phenotype (Fig. 3, B and C).

**Figure 3.**
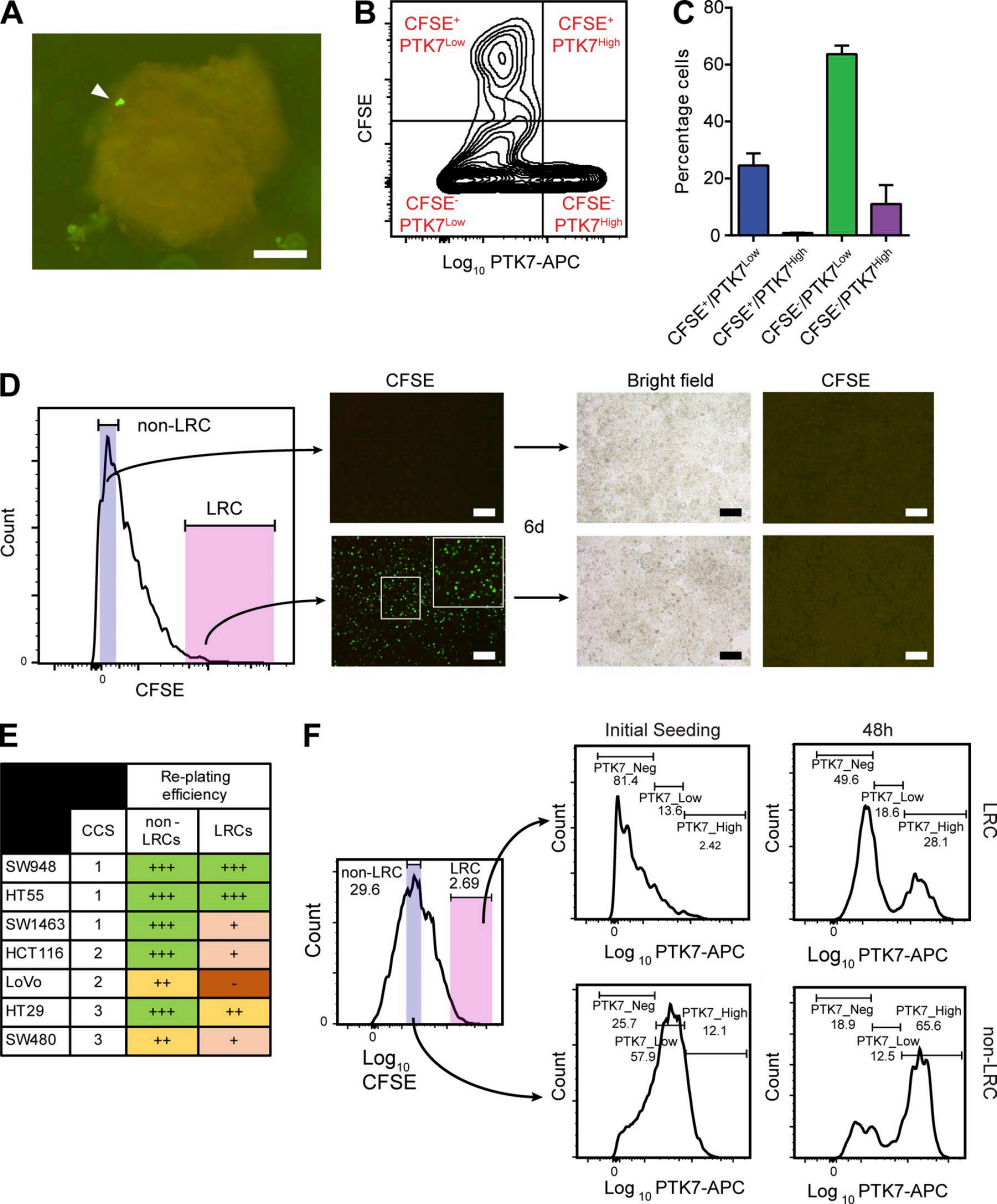
**CCS1-LRCs are differentiated yet can revert to a CSC-like state. (A)** Fluorescence micrograph of CFSE-labeled PDO (COLO05) 8 d after labeling with CFSE. LRC marked with arrow. **(B)** Representative FACS density plot of PTK7 levels in CFSE labeled PDOs. **(C)** Histogram of B showing the majority of LRCs (CFSE^+^) are differentiated (PTK7^Low^). **(D)** FACS histogram showing the sorting strategy for reseeding of SW948 CFSE-labeled spheroid-derived LRCs and non-LRCs. Accompanying fluorescent microscopy images from seeded wells. Bars, 100 µm (A and D). **(E)** Replating efficiencies of LRCs and non-LRCs across CCSs. **(F)** FACS quantification of changes in differentiation status (PTK7 levels) in SW948 spheroid LRCs and cycling cells upon replating in adherent culture.

It has previously been established that CRC LRCs form xenografts in vivo, although the mechanism behind this apparently paradoxical behavior is not known (Moore et al., 2012). We sought to understand whether LRCs in vitro retain the same ability to proliferate and, if so, to use these assays to describe the type of phenotypical change seen. CFSE-labeled SW948 cells were grown as spheroids, and then FACS was performed for LRCs (CFSE^High^) and non-LRCs (CFSE^Bulk^). Equal cell numbers of each sorted population were then seeded in permissive 2D culture to quantify latent proliferative capacity (Fig. 3 D). Both LRCs and non-LRCs retained the ability to proliferate after sorting, despite differences in initial cell cycle status (Fig. 1 E). Both populations proliferated within 24 h of seeding, and full confluency was achieved in 6 d for CFSE^Bulk^ and 7 d for CFSE^High^ populations, implying an acquisition of near-similar cycling speed in LRCs (Fig. 3 D). There were only very rare, scattered remaining LRCs in the CFSE^High^-sorted populations by the time confluency was achieved. Next, both populations were relabeled with CFSE and reseeded in 3D spheroid culture (Fig. S1 F). Both populations retained the capacity to generate spheroids with new LRCs and non-LRCs derived from both populations (Fig. S1 F). To test whether LRCs from other CCSs also retained the capacity for proliferation, similar experiments were performed with spheroid-derived LRCs and non-LRCs. Although most LRCs retained an ability to proliferate, only LRCs from CCS1 SW948 and HT55s proliferated as efficiently as non-LRCs (Fig. 3 E). To identify whether LRCs from the CCS1 subtype underwent dedifferentiation to a stem cell state on replating, we measured PTK7 levels in LRCs and non-LRCs at the time of and 48 h after replating (Fig. 3 F). Both LRCs and non-LRCs acquired higher levels of PTK7 after replating, confirming dedifferentiation to a Wnt^High^ stem–like state. In summary, the LRC cell cycle status in CCS1 tumors is highly plastic, and the population retains the ability to dedifferentiate and proliferate, analogous to the behavior previously described for LRCs in the normal epithelium and also Krt20-differentiated tumor cells’ behavior in vitro (Buczacki et al., 2013; Shimokawa et al., 2017).

Cumulatively, these data show that tumor LRCs are a differentiated cell population that express Hh components, but additionally, in CCS1 tumors, they are also found to express higher levels of Wnt target genes than LRCs from CCS2&3. To further identify and test pathways potentially involved in regulating this dormancy, a screen of compounds including Hh and Wnt manipulators was undertaken.

### Itraconazole releases dormancy by inducing tumor-wide proliferation then arrest

To focus our analysis to a biologically reproducible tumor type with a single genetic etiology and identify candidate compounds and pathways that could facilitate cell cycle reentry in LRCs, a mouse 3D organoid drug screen was used (Fig. 4 and Fig. 5 A). Mouse tumor organoids derived from *Apc^1322t^* mice (that, like the most common CCS1 subtype, show high Wnt signaling) were used in combination with small molecules and recombinant proteins to analyze the effects of manipulation of the Wnt, Hh, BMP, Notch, epidermal growth factor (EGF)/ErbB, and mTOR pathways on tumor development.

**Figure 4.**
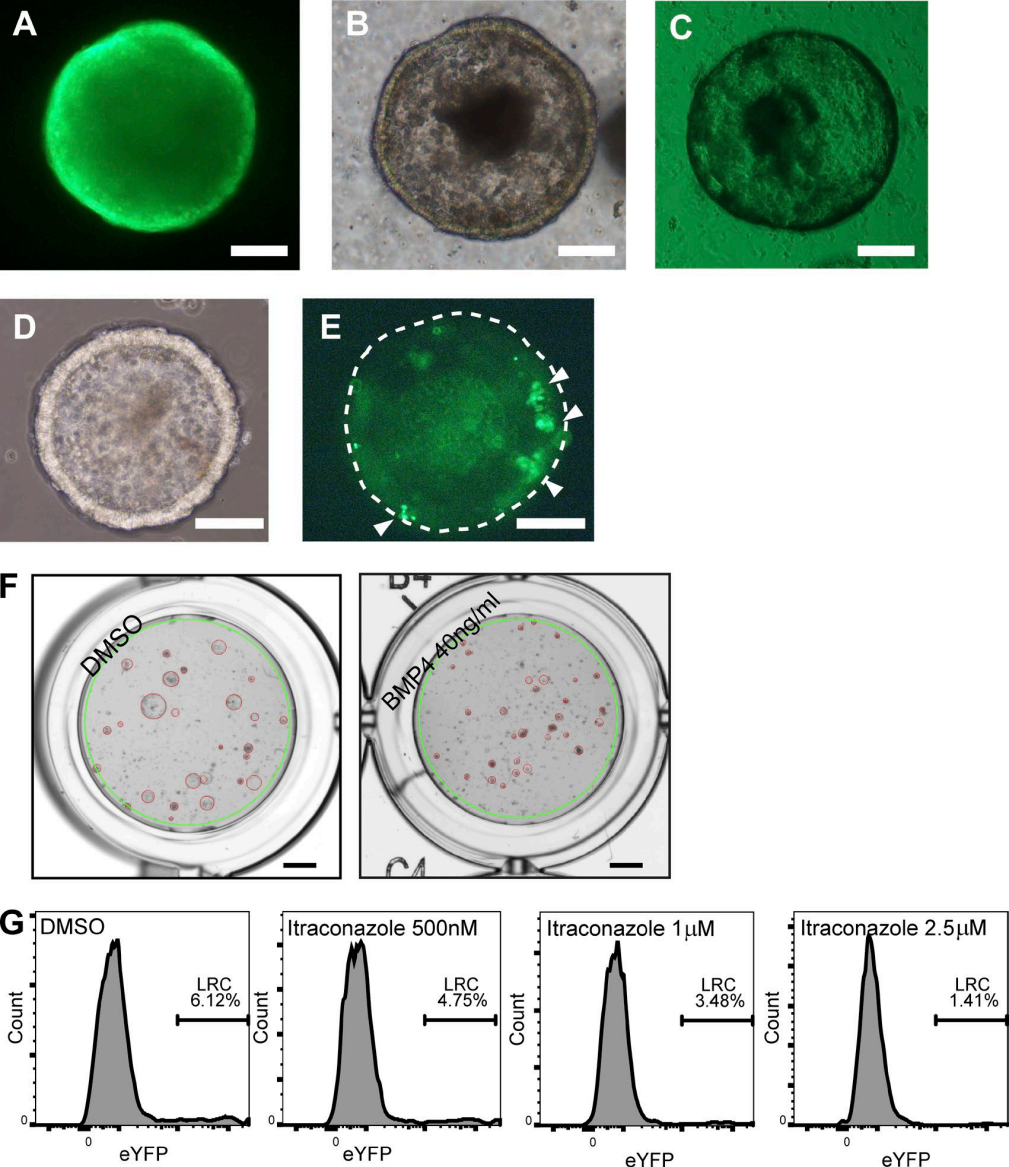
**A 3D tumor organoid drug screen using label-retaining Ah-H2B-YFP_Apc1322t mice identifies modulators of spheroid growth and cellular dormancy. (A–E)** Fluorescence and bright field microscopy images of βNF induced YFP-1322 organoids 24 h after βNF treatment (A and B), uninduced control (C), and 5 d after βNF treatment (D and E). White arrowheads show retained CFSE in LRCs, and the dashed line demonstrates the outer border of the organoid (E). **(F)** Example images of control treated organoids (left) and positive control (right) BMP4 treated and collapsed organoids. The green line indicates the uniformly applied well mask and the red circles indicate the organoids identified by a customized CHARM setting. Bars: (A–E) 100 µm; (F) 1 mm. **(G)** Example flow cytometry histogram plots of cellular YFP intensity (Single/PI-) from disaggregated organoids 5 d after βNF treatment and 4 d after treatment with carrier control or itraconazole at 500 nM, 1 µM, or 2.5 µM.

**Figure 5.**
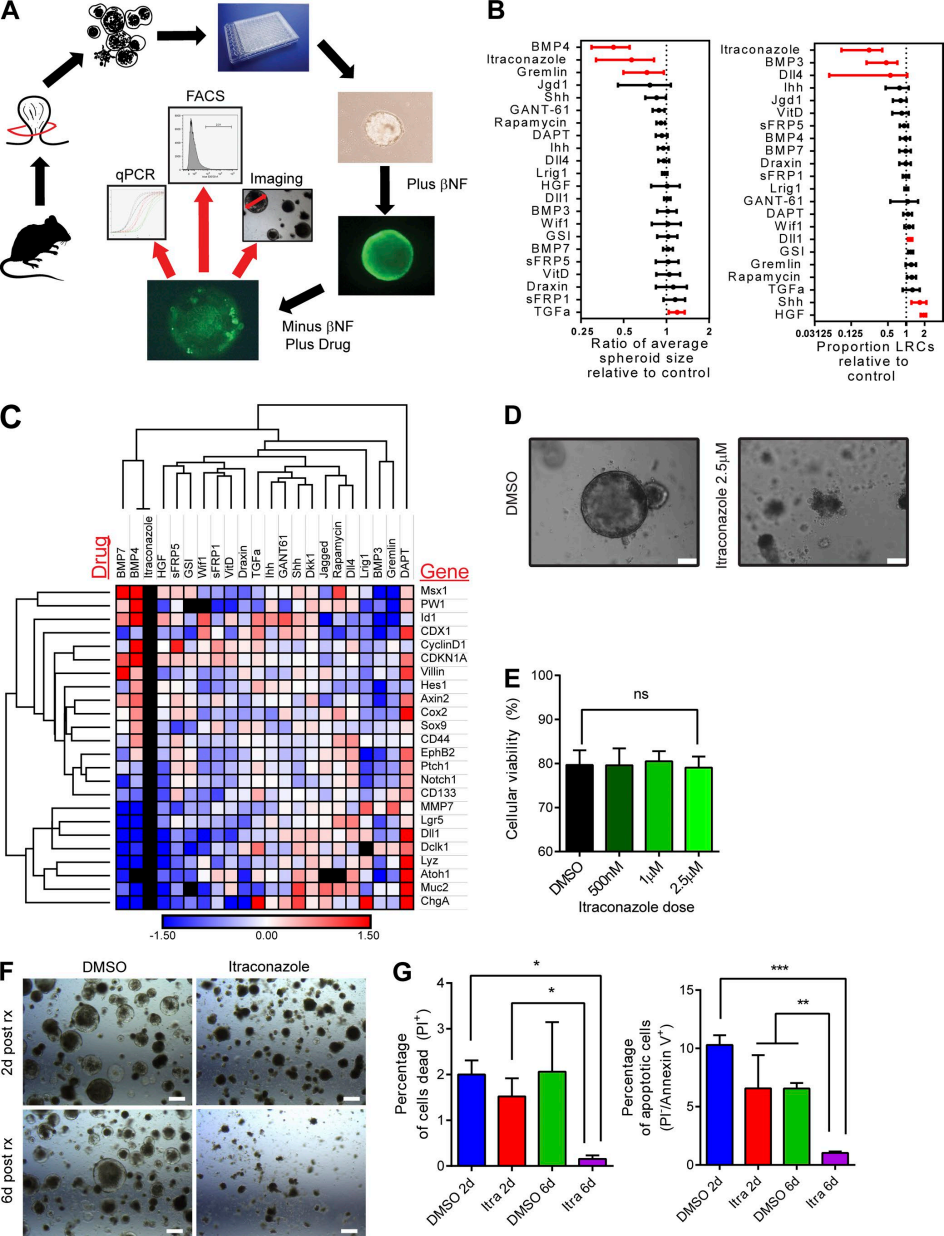
**A mouse tumor organoid drug screen identifies itraconazole as a modulator of quiescence and adenoma organoid development. (A)** Schematic of the drug screen protocol using YFP-1322 mice. **(B)** Column graphs of the effect of candidate drugs on organoid size and proportion of LRCs. Mean ± SD. Significant (P < 0.05 by independent *t* tests on each drug treatment compared with control) changes shown in red. **(C)** Hierarchical clustering of RT-PCR changes in (cancer) stem, differentiation, and pathway associated genes. Red, upregulated. Blue, down-regulated. Black, not detected. **(D)** Bright field images of YFP-1322 tumor organoids 10 d after single cell plating and 4 d after treatment with DMSO or itraconazole. Bars, 100 µm. **(E)** Percentage viability of organoid cells as determined by PI incorporation after itraconazole treatment. *n* = 3; mean ± SD; ns, not significant by one-way ANOVA). **(F)** Bright field images of Apc-deficient mouse spheroids treated with itraconazole (2.5 µM) or DMSO at early and late time points after treatment. Bars, 100 µm. **(G)** Histograms of changes in viability (PI) and apoptosis (Annexin V) in mouse spheroids after treatment with itraconazole at early and late time points. *n* = 3; mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001 by one-way ANOVA.

*Apc^1322t^* mice were crossed with *Ah-H2B-YFP* transgenic mice (Buczacki et al., 2013). Spontaneous intestinal tumors from double transgenic animals (YFP-1322) were excised, and cells were isolated to generate primary organoid cultures that allowed a YFP-pulse, with in vitro βNF induction and subsequent chase to identify LRCs (Fig. 4, A–E). Adenoma organoids were cultured as previously described by Sato et al. (2011a). Uninduced organoids demonstrated no YFP expression (Fig. 4 C). Scattered LRCs were identified in induced organoid cultures up to 8 d after removal of βNF (Fig. 4, D and E).

Next, organoids received candidate treatments likely to affect cell cycle progression (see Materials and methods and Data S1). Organoids were then analyzed for differentiation effects using RT-PCR, the proportion of remaining LRCs using flow cytometry, and organoid growth using an automated imaging system (Fig. 4, F and G). Predictably, as a result of the presence of a downstream Apc mutation, Wnt ligand antagonism with four separate compounds (Wif1, sFRP1, sFRP5, and Draxin) failed to generate any culture phenotype (Fig. 5 B). RT-PCR quantification showed that several compounds (BMP7, BMP3, HGF, and DAPT) induced profound changes in secretory differentiation (Fig. 5 C). However, despite large molecular differentiation effects being acquired with pathway manipulation (Fig. 5 C), overall organoid growth was generally unaffected across conditions, implying significant functional cellular redundancy and plasticity (Fig. 5 B). The most dramatic changes seen were with attempted Hh manipulation using itraconazole (a previously described smoothened antagonist) that generated almost complete loss of LRCs and marked organoid growth collapse (Fig. 5, B and D), but with no change to overall cellular viability (Fig. 5 E). To test whether cells were initially entering apoptosis and then surviving cells were arresting, we performed apoptosis (Annexin V) and viability (PI) staining at early (2 d) and late time points (6 d) in organoids treated with itraconazole (Fig. 5, F and G). As described earlier, early time points demonstrated no change in overall viability; however, at 6 d after treatment, after the spheroid collapse had occurred, there were significantly fewer dead and apoptotic cells in itraconazole-treated samples, suggesting global cell cycle arrest had developed. From the drug screen, as a result of the limited numbers of cells present in wells treated with high dose (2.5 µM) itraconazole, no reliable RT-PCR measurements were available to suggest the molecular mode of action of the drug (Fig. 5 C). However, importantly, Gant-61, another well-validated canonical Hh antagonist acting downstream of smoothened, failed to reproduce the same phenotype, suggesting an alternative, non–Hh-driven explanation for the effect seen (Fig. 5 B).

To validate the itraconazole-induced phenotype, the six human CRC cell lines used previously were treated with itraconazole, and responsiveness was quantified using continuous 2D live cell confluence measurements. Two of the six lines (HT55 and SW948 [CCS1]) demonstrated responsiveness (Fig. 6 A). These results were validated on six further cell lines where full sensitivity (confluence <20%) was seen again in both CCS1 cell lines (T84 and SW1463) and only partial or nonresponse in CCS2 (HCT116 and LoVo) and CCS3 (SW480; Fig. 6 B). HT29 cells (CCS3) also demonstrated a strong response to itraconazole treatment. Characteristically, an initial proliferative phase was seen, followed by apparent cell cycle arrest, potentially explaining the initial loss/mobilization of LRCs seen in mouse spheroids.

**Figure 6.**
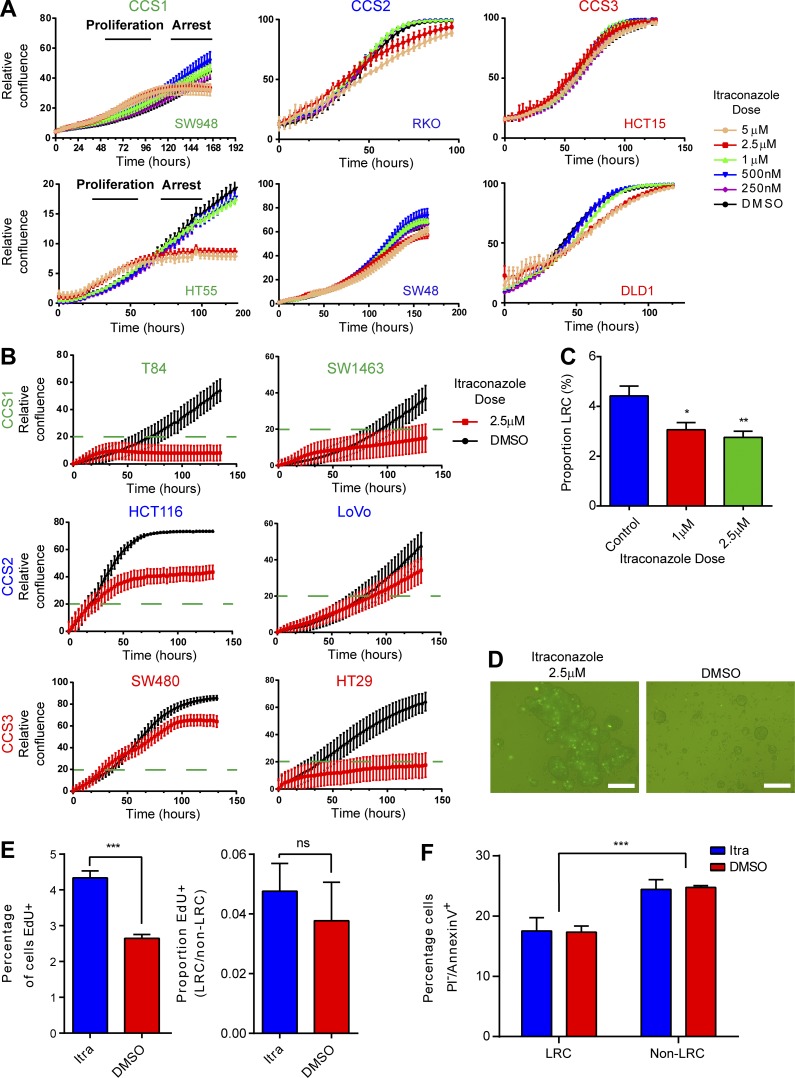
**Itraconazole treatment of CRC cell lines demonstrates treatment is effective in CCS1 cell lines and eliminates dormant cells. (A)** Live cell confluence graphs of six CRC cell lines grown in 2D showing a dose-dependent effect in response to itraconazole in SW948 and HT55 lines. **(B)** Validation live cell confluence graphs for six CRC further cell lines. Full sensitivity (confluence <20%) was seen in T84 and SW1463 cells (CCS1) and HT29 cells (CCS3). **(C)** FACS measurements of the proportions of LRCs in CFSE labeled SW948 spheroids 4 d after treatment with itraconazole or DMSO. *n* = 3; mean ± SEM; *, P < 0.05 by one-way ANOVA. **(D)** Fluorescent images of SW948 spheroids grown in nonadherent culture after CFSE labeling for 4 d and then treated with itraconazole or DMSO for 48 h. Bars, 100 µm. **(E)** Histograms quantifying EdU incorporation in SW948 spheroids treated with itraconazole or DMSO during the proliferative burst. *n* = 3; mean ± SEM; ***, P < 0.001 by unpaired *t* test. **(F)** Histogram displaying levels of apoptosis (PI^−^/AnnexinV^+^) in HT55 CFSE labeled spheroids 10 d after labeling and 48 h after treatment with itraconazole or DMSO. *n* = 3; mean ± SEM; ***, P < 0.001 by two-way ANOVA; ns, not significant.

To test whether LRCs were also lost in human CRCs, SW948 cells were labeled with CFSE and grown as spheroid cultures; 4 d later, they were treated with itraconazole or control. 4 d further after treatment, spheroids were disaggregated, and FACS analysis was performed for the proportion of CFSE^High^ cells remaining (LRCs; Fig. 6, C and D). As predicted by the live cell confluence experiments, high dose itraconazole initially reduced the proportion of LRCs. To ascertain whether itraconazole forces cell cycle progression differentially between LRCs and non-LRCs, EdU incorporation was quantified in CFSE-labeled and itraconazole or DMSO-treated SW948 spheroids (Fig. 6 E). After labeling with CFSE, cells were grown to generate spheroids with both LRCs and non-LRCs as described earlier. 10 d after seeding, spheroids were treated with itraconazole or DMSO. 36 h later (to capture the proliferative burst) spheroids were provided with 1 h of EdU exposure. Spheroids then underwent flow cytometric quantification of EdU incorporation. Analogous to the proliferative burst seen in 2D culture, larger numbers of cells in spheroid culture incorporated EdU shortly after treatment with itraconazole. However, this effect of itraconazole is equally distributed between LRCs and non-LRCs (Fig. 6 E). To ascertain whether LRCs were dying as a result of itraconazole treatment, Annexin V levels were quantified in HT55 tumor spheroids 10 d after CFSE labeling and 48 h after treatment with itraconazole. Levels of apoptosis (PI^−^/Annexin V^+^) were higher in non-LRCs than LRCs compatible with their proliferative nature (Fig. 6 F). However, itraconazole treatment did not alter the number or distribution of apoptotic cells between LRCs and non-LRCs, further confirming proliferation then arrest rather than cell death as the phenotype associated with itraconazole treatment. Finally, pulse-labeling cells grown in 2D, with EdU in combination with propidium iodide (PI)–staining at both 2 and 7 d (see Materials and methods) after itraconazole treatment confirmed that cells initially stimulated to enter the cell cycle (EdU^+^) by itraconazole treatment subsequently growth arrest in G1 (Fig. S2, A and B).

Overall, these data show that itraconazole treatment alters cell cycle progression in both dormant and nondormant cells by initially causing proliferation and subsequently G1 cell cycle arrest. Not all tumors responded, however, and treatment efficacy appeared most pronounced in the CCS1 subtype that is characterized by high Wnt levels. We therefore sought to ascertain whether Wnt signaling, Lgr5 status, or alternative pathways were effected by itraconazole treatment.

### Itraconazole treatment inhibits Wnt signaling and induces global senescence in responsive CCS1 cell lines

Itraconazole, a commonly prescribed antifungal, has been shown to antagonize canonical Hh signaling in medulloblastoma and basal cell carcinoma. Itraconazole inhibits smoothened, a key mediator of the Hh pathway, by binding at an unknown location, but distinct from that of other classical smoothened inhibitors (Kim et al., 2010). Our cell line responsiveness neither correlated with Hh component mutational status, copy number, nor genes previously associated with itraconazole resistance (unpublished data; Barretina et al., 2012). Therefore, to better understand the molecular effects of itraconazole, RNAseq analysis was performed on itraconazole-treated HT55 and SW948 cell lines 6 d after treatment. GO pathway analysis of gene expression changes showed significant down-regulation in both the Wnt and Hh signaling pathways, as well as cell cycle–associated pathways, but no evidence of autophagy, mTOR, or MAPK changes also previously associated with itraconazole treatment (Fig. 7 A; Liu et al., 2014; Hara et al., 2016). Selected highly altered genes were validated using immunohistochemistry including AGR2 (a known correlate of Wnt activity; Fig. 7 B; Valladares-Ayerbes et al., 2012). Strikingly, using GSEA, there was a highly significant loss of the Wnt^High^ Lgr5^+^ CSC signature upon treatment with itraconazole in both cell lines (Fig. 7 C; Shimokawa et al., 2017). To validate these GSEA findings, SW948 cells were grown as spheroids for 4 d and then treated with itraconazole for 3 d. Spheroids were then disaggregated, and FACS was performed to quantify the proportion of Wnt^High^ CSCs using anti-PTK7 staining (Fig. 7 D). Itraconazole treatment was found to diminish PTK7 levels in all cells, confirming loss of the Wnt^High^ CSC phenotype.

**Figure 7.**
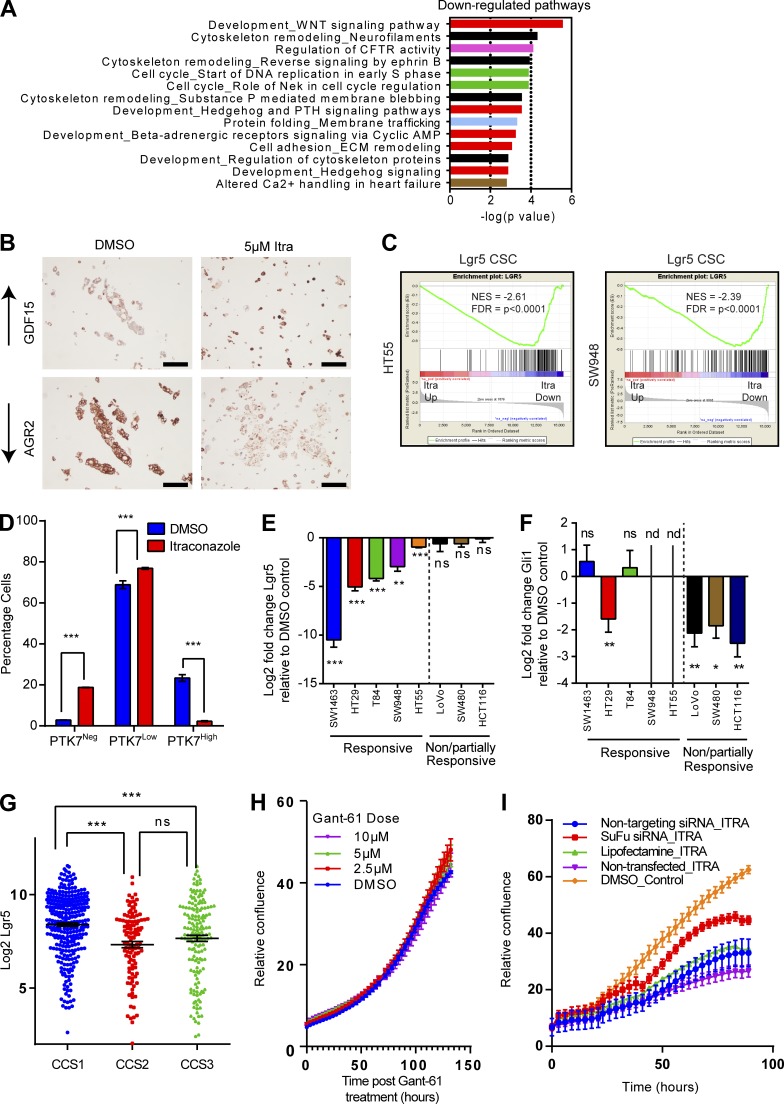
**Itraconazole treatment inhibits Wnt signaling. (A)** GO pathway analysis of differentially expressed genes in HT55 and SW948 cells after itraconazole treatment. **(B)** Immunohistochemical validations of RNAseq data of itraconazole treatment in SW948 cells. Bars, 100 µm. **(C)** GSEA showing loss of the Lgr5 CSC signature in response to itraconazole treatment in HT55 and SW948 cells. **(D)** Histogram of changes in anti-PTK7 staining levels from SW948 spheroids treated with itraconazole (2.5 µM) or DMSO control. *n* = 3; mean ± SEM. ***, P < 0.001 by two-way ANOVA. **(E)** RT-PCR quantification of Lgr5 levels observed with itraconazole treatment in eight CRC lines. *n* = 4; mean ± SEM. **, P < 0.01; ***, P < 0.001; ns, not significant by one-way ANOVA. **(F)** RT-PCR quantification of Gli1 levels observed with itraconazole treatment in eight CRC lines. *n* = 4; mean ± SEM. *, P < 0.05; **, P < 0.001; ns, not significant by one-way ANOVA; nd, transcript not detected. **(G)** Lgr5 expression levels across CRC subtypes from Marisa et al. (2013) dataset. ***, P < 0.001 by one-way ANOVA; ns, not significant. **(H)** Live cell confluence graph of the response of SW948 cells to Gant-61 treatment. **(I)** Live cell confluence measurements of the response of SW948 cells to itraconazole in the presence of siSuFu.

*CDKN1C* (*p57*) and *CDKN2D* (*p19*), previously shown to be associated with senescent cells, were found elevated in both cell lines in response to itraconazole (Fig. 8 A; Matsuoka et al., 1995; Kang et al., 2003; Giovannini et al., 2012). To investigate if senescence is induced after itraconazole treatment, the RNAseq data were compared with the senescence-defining dataset of Fridman (Fridman and Tainsky, 2008). There was a large overlap of the entire Fridman dataset to genes similarly expressed in response to itraconazole treatment; >50% (43/77) of the identified Fridman genes were found differentially expressed in SW948 cells and >30% (24/77) in HT55 cells. There was a statistically significant correlation of up-regulated Fridman genes and up-regulated expression in both cell lines (P < 0.0001), and this finding was further confirmed using GSEA (Fig. 8 B). 10 genes were identified in both cell lines to be differentially expressed in response to itraconazole and associated with senescence (Fig. 8 C and Data S1). GO Process analysis of this core itraconazole senescence-associated gene set showed strong representation of processes involved in the negative regulation of cell death and apoptosis compatible with the senescence phenotype seen (Fig. 8 D).

**Figure 8.**
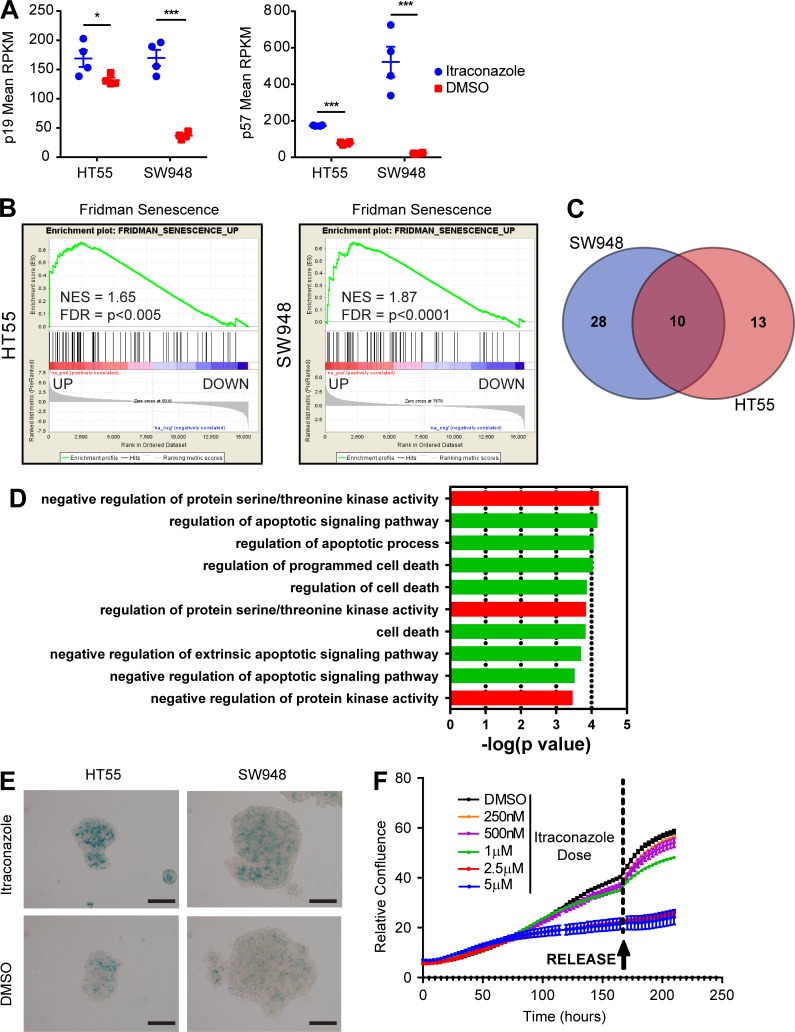
**Itraconazole treatment induces cellular senescence in responsive CCS1 cell lines. (A)** Dot graphs showing normalized levels (reads per kilobase million [RPKM]) of p19 (CDKN2D) and p57 (CDKN1C) derived from RNAseq data in HT55 and SW948 cells treated with DMSO or itraconazole (mean ± SEM; ***, P < 0.001; *, P < 0.05 by independent *t* tests on each cell line. **(B)** GSEA plots for the association between genes regulated by itraconazole and those defining senescence in HT55 and SW948 cells. **(C)** Venn diagram showing the overlap of known senescence-associated genes (Fridman) differentially expressed in response to itraconazole treatment in HT55 and SW948 cells. **(D)** GO Processes associated with the core itraconazole senescence gene set. **(E)** Bright field images of HT55 and SW948 cells treated with itraconazole (2.5 µM) or DMSO and stained with SA-β-GAL. Bars, 100 µm. **(F)** Live cell confluence measurements of HT55 cells treated with itraconazole for 180 h and then “released” from treatment by media exchange to standard growth conditions.

To experimentally test whether itraconazole-arrested cells had entered senescence, senescence-associated β-galactosidase (SA-β-GAL) staining was performed on HT55 and SW948 cells in 2D culture 6 d after itraconazole treatment. High levels of SA-β-GAL staining were seen in treated cells, confirming the induction of senescence (Fig. 8 E). Importantly, proliferative arrest remained after removal of itraconazole, further confirming the senescent phenotype (Fig. 8 F).

Next, PDOs were assessed for similar responses to itraconazole treatment. PDOs were established and treated with itraconazole or control. All three PDO lines responded phenotypically in a similar manner to mouse organoids, with organoid growth collapse occurring approximately 4 d after treatment (Fig. 9, A and B). To ascertain whether treatment was reversible in PDOs, organoids were treated with itraconazole for 5 d, and then media were replaced without the addition of itraconazole for a further 6 d (Fig. 9 C). Strikingly, not only did organoids fail to recover, but organoid collapse continued to progress even in the absence of further treatment. Itraconazole treatment of PDOs also reproduced the G1 cell cycle arrest phenotype seen in other assays. Cells from PDOs treated with itraconazole for 5 d incorporated less EdU, and a higher proportion were found in G1 (Fig. 9, D and E).

**Figure 9.**
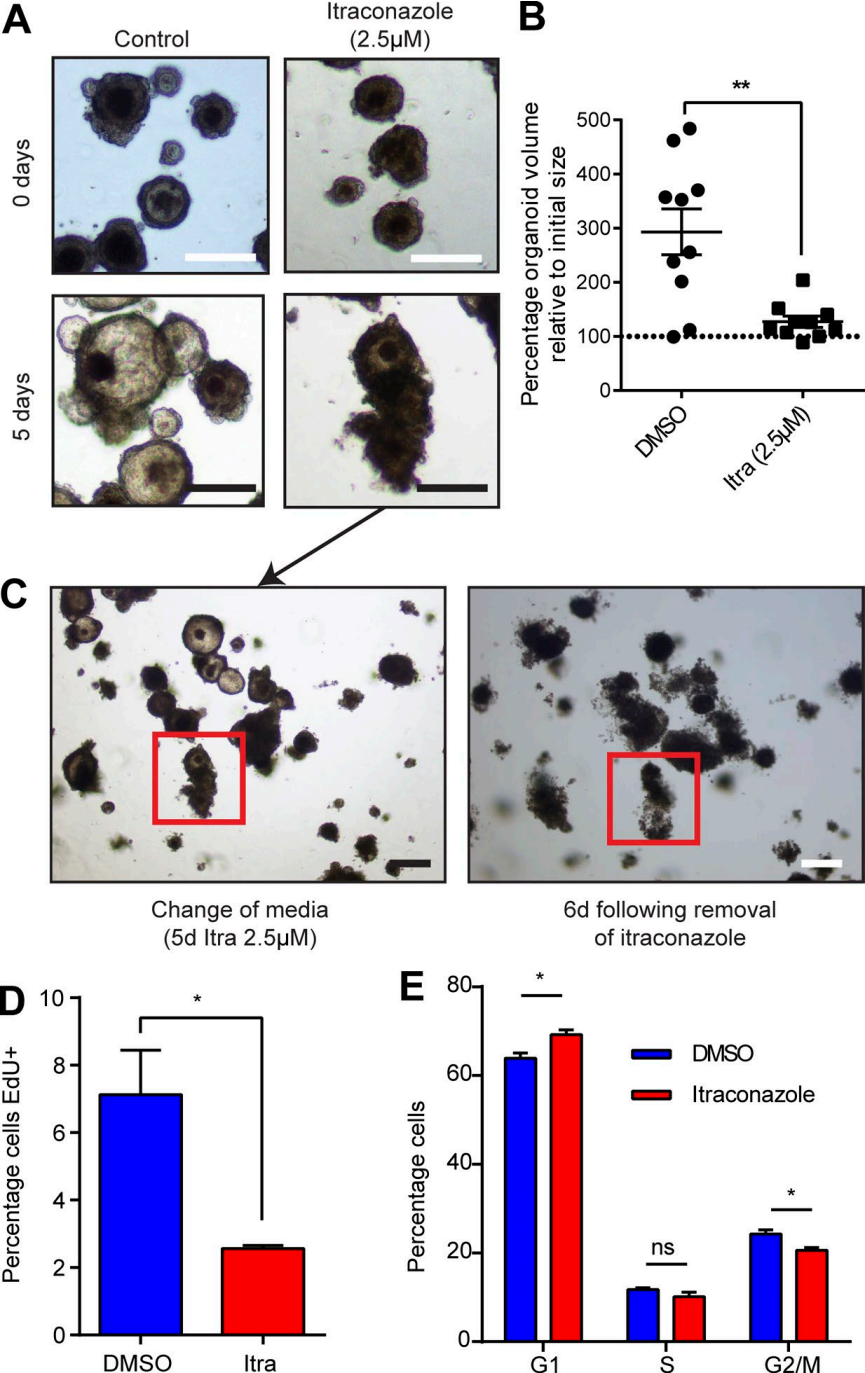
**Itraconazole treatment induces phenotypically similar changes in primary PDOs to that seen in cell lines. (A)** Representative bright field images of changes in PDO morphology in response to itraconazole treatment. Bars, 100 µm. **(B)** Dot plot quantification of the change in PDO volume in response to itraconazole treatment or DMSO. *n* = 3; mean ± SEM; **, P < 0.01 by two-tailed Mann-Whitney test. **(C)** Bright field–matched images demonstrating ongoing response to itraconazole treatment after removal of treatment. Bars, 100 µm. **(D)** Histogram of EdU incorporation in PDOs 5 d after itraconazole treatment or control. *n* = 3; mean ± SEM; *, P < 0.05 by unpaired *t* test. **(E)** Histogram showing cell cycle distribution of PDO cells after 5 d of itraconazole treatment or control. *n* = 3; mean ± SEM; *, P < 0.05; ns = not significant by independent *t* tests on each cell cycle stage).

Analysis of individual gene expression changes from CRC cell lines in response to itraconazole treatment revealed that although the Wnt pathway was uniformly affected in both cell lines, alterations in components of the Hh pathway were not equally represented in both lines (Data S1). Importantly, the Hh pathway defining effector genes (*Gli1-3*) were not expressed in HT55s, and only *Gli1* was detectable in SW948s, despite the same phenotype being observed in both lines. These data indicate that if the shared sensitivity of the two lines is similarly regulated, it cannot be mediated via canonical Gli effectors of the Hh pathway. To identify whether our other responsive CRC cell lines demonstrated a similar dichotomy in molecular response to itraconazole treatment, we performed RT-PCR for the Wnt target *Lgr5* and the Hh target *Gli1* (Fig. 7 E). Responsive cell lines demonstrated marked Wnt inhibition, clearly correlated with responsiveness to itraconazole. Changes in levels of *Gli1* were also detected in some lines, but bore no correlation with drug responsiveness (Fig. 7 F). Additionally, using a large, publicly available RNA expression study dataset, it was confirmed that the responsive CRC subtype (CCS1) is also characterized by high expression of Wnt components such as *Lgr5* (Fig. 7 G; Marisa et al., 2013). Hence, we hypothesized that the effects of itraconazole were mediated through inhibition of elevated Wnt signaling rather than through canonical Hh signaling inhibition. To experimentally test this, we performed small molecule inhibition of Gli function. *Gli1*-expressing SW948 cells were treated with Gant-61 (a well-validated inhibitor of both Gli1 and Gli2), and growth characteristics/expression changes were analyzed (Mazumdar et al., 2011). SW948 cells were found nonresponsive to Gant-61 treatment (Fig. 7 H). Further, despite Gant-61 treatment effectively silencing canonical Hh signaling, it had no effect on the Wnt pathway (Fig. S2 C). Next, we tested whether recombinant Shh or Ihh could rescue the itraconazole phenotype using live cell confluence measurement. Neither treatment provided rescue to the cell cycle arrest seen with itraconazole (Fig. S2 D). Suppressor of fused (SuFu) has been shown to act downstream of Smo in the Hh pathway, inhibiting Gli activation, but also enhancing nuclear β-catenin export, thereby inhibiting Wnt activity (Ding et al., 1999; Meng et al., 2001). To test whether SuFu mediates the effect of itraconazole on Wnt activity, siRNA knockdown of SuFu was performed and found to partially rescue the itraconazole-induced arrest phenotype without affecting canonical Hh pathway activation at the mRNA level (Fig. 7 I and Fig. S2, E–G). Using a T cell factor/lymphoid enhancer factor–GFP (TCF/LEF-GFP) reporter construct (to quantify Wnt pathway activity) together with SuFu knockdown, it was seen that rescue of the itraconazole phenotype is predicated on SuFu-mediated Wnt pathway activation (Fig. S2, H–J). Finally, using live cell confluence measurements, it was tested whether cyclopamine, which binds smoothened at a distinct site from itraconazole, can induce the same phenotype as itraconazole. SW948 cells were found nonresponsive to cyclopamine treatment, suggesting that itraconazole induces a different effect on smoothened than cyclopamine, which preferentially effects SuFu activity (Fig. S2 K).

Finally, RT-PCR was used to quantify the degree of Wnt inhibition generated by itraconazole treatment compared with other known preclinical Wnt inhibitors. SW948 cells were grown in 2D and treated with DMSO, itraconazole (2.5 µM), carnosic acid (60 µM), and IGC-001 (6 µM) for 3 d. Cells treated with IGC-001 immediately died and provided no material suitable for RT-PCR measurements; however, cells treated with DMSO or carnosic acid proliferated. Cells treated with itraconazole proliferated and then arrested as described earlier. RT-PCR showed significant down-regulation of Wnt target genes in itraconazole treated samples compared with carnosic acid and DMSO control (Fig. S3 A). Overall, these data confirm that the phenotype and molecular changes seen with itraconazole treatment appear driven by noncanonical Hh-driven inhibition of the Wnt pathway rather than canonical Hh pathway inhibition.

### Itraconazole treatment suppresses tumor growth using in vivo and in vitro preclinical assays

To investigate the in vivo effectiveness of itraconazole to inhibit Wnt signaling, tumor-predisposed *Lgr5-Cre^ER^_Apc^fl/fl^* mice were dosed with itraconazole or control for 10 d, followed by tamoxifen-induced Cre recombination to knockout Apc in intestinal stem cells. Mice were culled 18 d later, and small intestinal tissue was analyzed. As previously described, multiple small Wnt hyperactive microadenomas were detected throughout the small intestine in control and treated animals (van der Heijden et al., 2016). However, both the number and size of adenomas were lower in itraconazole-treated animals (Fig. 10, A and B). Anti–β-catenin staining also revealed less intense nuclear staining in adenomas from itraconazole-treated animals (Fig. 10 C). To confirm this apparent in vivo Wnt inhibitory effect, anti-GFP staining was performed to identify Wnt^High^ *Lgr5*–expressing stem cells. Anti-GFP staining was uniformly less intense or, more commonly, completely absent in the crypts of itraconazole-treated animals throughout the small intestine, confirming the in vivo Wnt inhibitory capacity of itraconazole (Fig. S4, A and B). To exclude confounding as a result of the known mosaicism in *Lgr5-GFP* expression in these mice, numbers of GFP^+^ cells were counted in crypts where there was at least one identifiable GFP^+^ cell (Fig. S4 C). Even in GFP^+^ crypts, there were dramatically fewer GFP^+^ cells in itraconazole treated mice.

**Figure 10.**
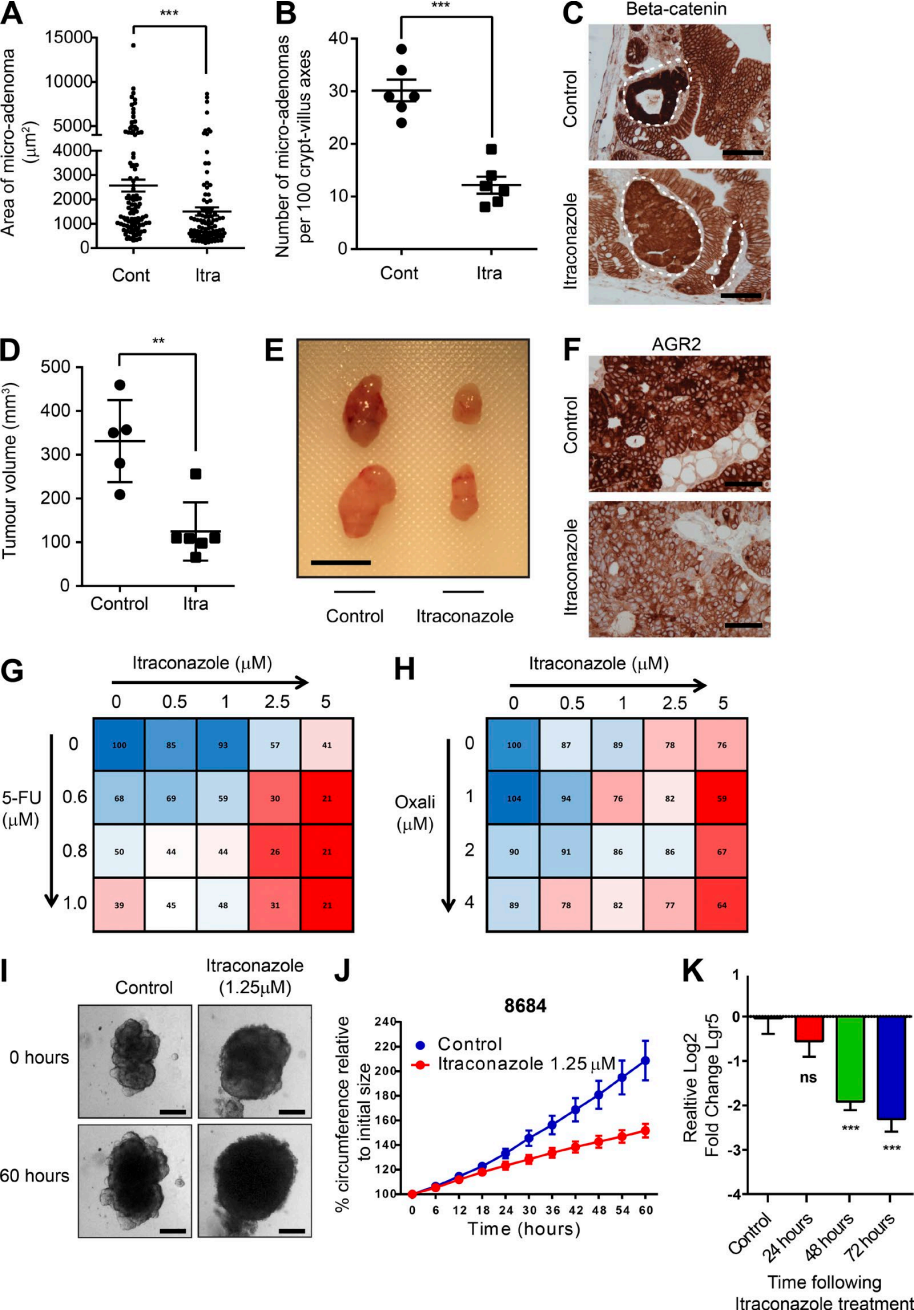
**Itraconazole retards Wnt activity and Lgr5 expression in preclinical assays. (A)** Column scatter plot showing areas of microadenomas in the presence of itraconazole or control. **(B)** Column scatter plot of the numbers of microadenomas observed per 100 crypt–villus axes in itraconazole or control treated animals. *n* = 3; mean ± SEM; ***, P < 0.001 by unpaired *t* test. **(C)** Bright field images demonstrating less-intense nuclear β-catenin staining in microadenomas of itraconazole-dosed animals compared with controls. Bars, 100 µm. **(D)** Scatter plot showing the relative tumor volumes of HT55 xenografts after oral gavage of itraconazole or water to NSG mice. *n* = 3; mean ± SD; **, P < 0.01 by unpaired *t* test. Cont, control; Itra, itraconazole. **(E)** Representative images of treated and control xenografts. Bar, 1 cm. **(F)** Bright field images of anti-AGR2 immunohistochemical staining from HT55 xenografts treated with itraconazole of control. Bars, 100 µm. **(G and H)** Matrix plots of the synergistic effects of itraconazole on oxaliplatin- and 5-FU–treated SW948 cells. Values indicate relative cellular confluence 5 d (5-FU) and 3 d (Oxali) after treatments. *n* = 3. **(I)** Representative bright field images of organoids derived from human CRC liver metastases at initial treatment date and 60 h after treatment with itraconazole. Bars, 100 µm. **(J)** Growth curves of circumference changes in patient-derived liver metastasis organoids after treatment with itraconazole. **(K)** Histogram of RT-PCR Lgr5 expression levels in patient derived liver metastasis organoids after itraconazole treatment. *n* = 12; ***, P < 0.001; ns = not significant by one-way ANOVA.

To assess the preclinical utility of itraconazole for the treatment of patients with CRC, nonobese diabetic severe combined immunodeficient gamma (NSG) mice were engrafted with the Gli-negative/Hh pathway–inactive but itraconazole-responsive HT55 CRC cell line and were dosed with oral itraconazole or control (Fig. S4 D). After 3 wk of continuous dosing, tumor volumes in mice receiving itraconazole were 70% smaller than controls. (Fig. 10, D and E). Levels of the Wnt surrogate AGR2 were also found lower in itraconazole-treated animals (Fig. 10 F). To assess whether intraconazole could perturb the growth of established tumors, SW948 cells were engrafted in NSG mice as described earlier, and mice observed for 5 wk. Tumors formed in all animals. Next, mice were dosed with itraconazole or control for 10 d and then observed for further tumor growth patterns. During the treatment period, tumors in itraconazole-dosed mice failed to grow or regressed, whereas rapid growth was observed in control mice (Fig. S3 B). After cessation of treatment, tumors in control animals continued to grow in volume by 381 ± 185 mm^3^; however, there was only very limited regrowth in itraconazole treated animals of 53 ± 50 mm^3^ (Fig. S3 B).

Live cell confluence measurements were next taken to investigate for synergy between itraconazole and the most commonly prescribed chemotherapeutic drugs in CRC, 5-fluorouracil and oxaliplatin. The effects of both drugs were found augmented by itraconazole (Fig. 10, G and H). Finally, organoids grown from patient-derived CRC liver metastases and treated with itraconazole were growth retarded by 34% ± 3% (Buzzelli et al., 2018). Altered morphology was seen, as well as similar Wnt inhibitory effects, as seen in all our other assays (Fig. 10, I–K; and Fig. S3, C and D). Organoids underwent targeted hot spot sequencing, and all were found to belong to CCS1, validating the sensitivity seen (Data S1).

## Discussion

Functional cellular heterogeneity is a clinically important but neglected focus of cancer therapeutics. Although significant progress has been made in characterizing the molecular heterogeneity present between tumors, functional heterogeneity is evidently also present and will confound both targeted treatments and traditional cytotoxic therapies currently used as adjuvant treatments. For the first time, we functionally and molecularly characterize dormant tumor cells across CRC molecular subtypes, finding they are a subset of differentiated cells, capable of contextual clonogenicity. LRCs were unexpectedly found predominantly in G2 rather than G1/0, suggesting either slow cell cycle progression or G2-poised quiescence, as has recently been described (Otsuki and Brand, 2018). We find tumor LRCs to generally be inversely associated with the Wnt^Hgh^ CSC signature. These findings are distinct to our previous study in normal mouse small intestine where we found LRCs to uniformly have a similar transcriptome to Lgr5^+^ Wnt^High^ stem cells. We hypothesize that this interesting difference may be dictated by the overall increased levels of Wnt activity within all CRCs or possibly that tumor LRCs are further committed in the differentiation process than in normal epithelium. The in vitro behavior of LRCs is precisely that which was recently described for Krt20-differentiated cells, which are also highly clonogenic in culture (Shimokawa et al., 2017). We uncovered, through mouse drug screening, that itraconazole targets Wnt^High^ cycling tumor cells, but also eliminates dormant tumor cells most effectively in CCS1 tumors (Fig. S3 D). Phenotypically, itraconazole treatment induces a proliferative burst, causing all cells in responsive tumors (including LRCs and non-LRCs) to cycle briefly and then enter stable G1 arrest and senescence. Our study does not uncover the mechanism by which the initial proliferate burst in responsive lines (which also causes the temporary reentry of dormant cells into the cell cycle) is generated by itraconazole treatment, although it is striking that this behavior is reminiscent of that caused by oncogene-induced senescence (Di Micco et al., 2006). The induction of senescence, by down-regulation of Wnt signaling, seen with itraconazole treatment, has been reported in other systems, but never in the context of CRC (Ye et al., 2007; Elzi et al., 2012). The organoid collapse seen in both mouse and human organoids upon itraconazole treatment is unusual, not least in the absence of cell death or apoptosis. The maintenance of organoid structure requires the coordinated action of highly proliferative cells, and we hypothesize that the induction of arrest perturbs this process causing the organoid structure to collapse without death or apoptosis, akin to a deflating balloon.

Itraconazole has been shown in many studies to act as a bona fide smoothened inhibitor; yet, in our study we find that its Wnt inhibitory ability occurs as a consequence of noncanonical Hh signaling inhibition. As this manuscript was being revised, a recent study reported autocrine noncanonical Hh signaling as a positive regulator of Wnt signaling in CRC CSCs (Regan et al., 2017). We propose SuFu to be the master regulator linking the Hh pathway with Wnt inhibition that both we and Regan et al. describe. Several Hh inhibitors have been used in the preclinical setting in CRC, although none are in routine clinical use. Vismodegib, a small molecule smoothened inhibitor, has been used in a randomized Phase II clinical trial in treatment-naive patients with metastatic CRC (Berlin et al., 2013). Disappointingly, these results failed to show an additional benefit of the new agent to standard therapy for metastatic CRC; although, toxicity was higher in the Vismodegib arm. Other smoothened inhibitors have never been trialed in a clinical context with CRC.

The recent study from De Sousa E Melo et al. (2017) demonstrating the reliance of CRC liver metastases on Lgr5^+^ cells for their maintenance places these cells, whether inherent or induced by dedifferentiation, in addition to the Wnt pathway as a whole, as highly relevant for therapeutic targeting. Targeting of the Wnt pathway has been an important focus for drug development and is of urgent clinical importance in CRC given the pathway is commonly (∼80%) activated. Unfortunately, the Wnt pathway has been particularly difficult to pharmacologically target, and there are no drugs in routine clinical use that are effective in CRC. The Wnt inhibitor IGC-001 was markedly cytotoxic in our study, precluding comparison with itraconazole; however, itraconazole was far more efficient than carnosic acid in inhibiting the pathway. Our robust, panspecies, multiassay demonstration of Wnt signaling inhibition in response to itraconazole treatment provides a tantalizing glimpse into the potential utility of this FDA-approved drug as adjuvant treatment in CRC for targeting the Wnt pathway, *Lgr5*-expressing cells, and cell cycle heterogeneity in a molecularly defined subset of CRCs. Given the proven safety profile of itraconazole, our study provides compelling evidence for advancing itraconazole to early phase clinical trials, as well as ascertaining whether the same effect is seen with different azole antifungals and whether the drug enhances the efficacy of conventional adjuvant treatments in vivo.

## Materials and methods

### Cell culture and associated assays

All CRC cell lines were STR-genotyped and confirmed mycoplasma free. Cells were grown in standard conditions in 37°C incubators (5% CO_2_ and 5% O_2_). Media used for 2D-adherent culture were DMEM/F12 (supplemented with 10% FBS and 1% Pen/Strep) for HT55; SW1463, SW948, SW48, T84, LoVo, RKO, and DLD1, RPMI for HCT116; HCT-15 and HT29 (supplemented with 10% FBS and 1% Pen/Strep) and DMEM for SW480 (supplemented with 10% FBS and 1% Pen/Strep).

Nonadherent “stem cell culture” was performed in Corning Ultra-Low attachment flasks in serum-free media as above, supplemented by EGF (20 ng/ml), bFGF (10ng/ml), and Pen/Strep (1:100).

Live cell confluence measurements were performed using the Incucyte Live Cell Imaging System (Essen Bioscience). The confluence readings obtained were normalized to the initial confluence for each well to account for any minor differential seeding density.

CFSE labeling was performed as per manufacturer’s instructions. Cells were trypsinized, CFSE-quenched, and counted using the Vi-CELL system (Beckman Coulter). Experimental samples and unstained controls were labeled with CFSE or DMSO treatment by adding 15 µl of CFSE or DMSO to a 2 × 10^6^ cell suspension while vortexing. Samples were then incubated for 20 min at 37°C and then quenched with media containing 10% FBS and left at room temperature for 5 min. The samples were then pelleted at 1,200 rpm and resuspended in media for culture.

FACS EdU estimates were performed using the Click-iT kit as per manufacturer’s instructions in combination with PI staining to identify cell cycle position. To ascertain whether cells incorporated EdU at a late time point, cells were seeded and left to grow for 1 wk in the presence of itraconazole or control. Cells were then labeled with EdU (10 µM) for 2 h, then trypsinized, fixed, and labeled with PI. FACS analysis was then performed for the proportion of EdU-positive cells. To ascertain the cell cycle destiny of cells during the proliferative burst and subsequent arrest, cells were seeded and left to grow for 2 d in itraconazole or control. Cells were then labeled with EdU for a further 24 h and then trypsinized, fixed, and stained with PI. FACS analysis was then performed to quantify the proportion of EdU-positive cells in the G1 phase of the cell cycle.

For SW948 cells, 6 × 10^4^ cells were transfected using Lipofectamine 2000 or 3000 (Life Technologies) in 48-well culture plate. Cells were analyzed for mRNA levels 2 and 6 d after transfection. The siRNAs used were obtained from Dharmacon: siGENOME Control Pool Nontargeting no. 1 (D-001206-13-05) and siGENOME SMART pool Human SuFu (M-015382-00).

A Qiagen Cignal TCF/LEF-GFP reporter assay was used as per manufacturer’s protocol to quantify Wnt pathway activation. Lipofectamine 3000 was used as the transfection agent. Positive and negative controls were used to quantify transfection efficiencies, unexpected effects, and to normalize data. FACS analysis of transfected cells included single cell and PI (live/dead) gating to control for the altered cell growth seen with different treatments.

Annexin V staining was performed using as per manufacturers protocol using AF350-conjugated Annexin V (Thermo Fisher Scientific).

### Mathematical modeling of CFSE dilution

To identify whether our population was composed of a bulk population together with one possessing different cycling properties, we developed a mathematical model of cell division, similar to that described in León et al. (2004). Each cell within the population will double, entering the next generation at time *t* according to the probability of cellular divisions of bulk population *K_bulk_* (*t*) and the slowly dividing population *K­_slow_* (*t*).

#### Cell doubling

The probability that a cell from either population has divided *n* times at time *t* can be written as

$$L_{n}\left(t\right)=\int_{0}^{t}K\left(t-\tau \right)L_{n-1}\left(\tau \right)d\tau ,$$ (1)

where *K* is a probability of cellular division with time and *L_n_* is the probability the cell population divides *n* times at time *t*, given an initial uniform division probability *L*_0_. Therefore, the probability of dividing at least *n* times is

$$H_{n}\left(t\right)=\int_{0}^{t}L_{n}\left(\tau \right)\;d\tau .$$ (2)

The number of cells in generation *n*, accounting for those lost to the next generation and starting with *N*_0_, is

$$N_{n}\left(t\right)=2^{n}N_{0}\;\left[H_{n}\left(t\right)-H_{n+1}\left(t\right)\right].$$ (3)

#### Cell division times

The intrinsic distribution of cell division times (*K*) is taken to be an inverse gamma distribution proposed in León et al. (2004):

$$K\left(t,t^{bulk\;or\;slow}\right)=\left\{ \begin{array}{c} 0,\;t<t^{b,s},\\ \frac{1}{\sigma \Gamma \left(\lambda \right)}{\left(\frac{t-t^{b,s}}{\sigma }\right)}^{\lambda -1}E^{-\left(\frac{t-t^{b,s}}{\sigma }\right)},\;t\geq t^{b,s}. \end{array}\right.$$ (4)

This distribution has a minimum cycle time *t^bulk or slow^* and shape parameters *σ* and *λ*, which control the broadness of the tail. These later parameters provide the potential for increasing the likelihood of cells with long cycle times.

#### CFSE intensities

The normalized intensity for each population can then be calculated using the initial intensity *I*_0_(*i*) as

$$I_{t}\left(i\right)=\sum_{n=1}^{\infty }\frac{I_{0}\left(i\right)}{2^{n-1}}N_{n}\left(t\right)/\int_{0}^{\infty }\sum_{n=1}^{\infty }\frac{I_{0}\left(i\right)}{2^{n-1}}N_{n}\left(t\right)\;di.$$ (5)

Finally, the overall model intensity is calculated as the weighted mixture of bulk and slow populations as

$$I_{t}^{total}\left(i\right)=\left(1-\alpha \right)I_{t}^{bulk}\left(i\right)+\alpha I_{t}^{slow}\left(i\right).$$ (6)

#### Parameter estimation

The best fit for the predicted model intensity $I_{t}^{total}$ to that observed in the CFSE data at day 6 is found through least squares minimization in terms of our model parameter (*t^bulk^*, *σ^bulk^*, *λ^bulk^*, *t^slow,^ σ^slow^*, *λ^slow^*, *α*) using Matlab’s fminsearch algorithm.

### Mouse models

*Ah-H2B-YFP*, *Apc^1322T^, Lgr5-Cre^ER^_Apc^fl/fl^* and *NSG* mice have previously been described (Moser et al., 1990; Pollard et al., 2009; Buczacki et al., 2013; van der Heijden et al., 2016). Mice were bred and housed according to UK Home Office guidelines. All animal experimentation was performed in accordance with the Animal (Scientific Procedures) Act 1986, the European Union Directive 86/609, and with local (CRUK CI, University of Cambridge) ethics committee approval.

Tumor xenograft volume (H × W × D/2) was calculated using callipers in three-dimensions after culling of the animals and dissection of the tumor from the subcutaneous tissue. Mice were sex, litter, and age matched.

### Mouse tumor disaggregation and flow cytometry

Mice with intestinal tumors were sacrificed and dissected when displaying signs of tumor burden. Sections of PBS-flushed small intestine were opened and pinned out on silicone plates under cold 2% FBS/PBS. Visible tumors were dissected free from the tissue and minced with scissors. Minced tumor material was resuspended in 10 ml of prewarmed HBSS (-Ca^2+^/-Mg^2+^) supplemented with 10 µM EDTA and 10 mM NaOH and incubated in a water bath at 37°C for 10 min with regular agitation. The sample was then allowed to settle, and the supernatant aspirated and combined with 20 ml of ice-cold 2% PBS/FBS. The remaining sample was resuspended in a further 10 ml of HBSS for a further 10 min, and the process was repeated one final time. All samples were then pooled and spun down at 1,200 rpm for 5 min. After washing in 2% FBS/PBS, the samples were resuspended in 2 ml of Dispase (5 mg/ml) and 200–500 µl of DNase and incubated with agitation for 7 min. The sample was then filtered through a 100-µm mesh to gain a reliable single cell preparation. The single cell preparation was then washed in 2% FBS/PBS.

### Mouse adenoma organoid culture

Mouse adenomas were cultured as per previously described (Sato et al., 2011b). In brief, single-cell preparations of tumor cells were plated into a 96-well plate. Each well of the plate was precoated with 40 µl of 50:50 Advanced DMEM/F12 (ADF)/Matrigel mix. Cells were resuspended in ADF-supplemented 2% Matrigel (2%), N2 (1:100), B27 (1:50), Pen/Strep (1:100), Rocki (10 µM), and EGF (50 ng/ml) at a concentration of ∼8 × 10^5^/ml. 125 µl of the ADF/Cell mix was then pipetted on top of the Matrigel.

### 3D mouse adenoma organoid drug screen

YFP-1322 mice were housed until a tumor phenotype developed, typically anemia at around 90 d. The mice were then sacrificed and small intestinal tumors processed as above (see Mouse tumor disaggregation and flow cytometry), with 24 wells being used for each drug tested. Cells were seeded and left to form organoids over the following 4 d. On day 5, organoid YFP expression was induced with 2.9 nM βNF dissolved in DMSO for 24 h. The following day, the βNF/media was removed, and media were replaced including drugs at three concentrations or carrier control (equal volume), in replicates of six (see Data S1). Drugs were selected based on literature review of commercially available small molecules or recombinant proteins that would agonize or antagonize pathways known to be involved in the control of intestinal stem cell homeostasis or implicated in colorectal cancer development. The lowest concentration used was the stated IC50, the middle concentration was 2.5× IC50, and the highest was 5× IC50. At the end of the experiment (day 9), the entire plate was imaged using the GelCount (Oxford Optronix), and organoid number and size were calculated using the manufacturer’s software after optimization. After imaging, half the wells underwent RNA extraction using the RNeasy Micro Plus kit as per manufacturer’s instructions. The remaining 12 wells were processed for FACS analysis. In brief, after aspiration of media, 100 µl of matrigel recovery solution was applied for 45 min on ice. Next, 100 µl Accutase was added at room temperature with regular trituration to enable organoids to disaggregate to a single cell preparation. Flow cytometric analysis for YFP expression and viability (DAPI or PI) was then performed. Expression data are presented from “High”-treated samples only.

### Human tumor organoid isolation and culture

#### Primary CRC PDO

Colonic tissues were obtained from hospitals around the UK as part of the Human Cancer Models Initiative with informed consent, and the study was approved by the London–Camden & Kings Cross Research Ethics Committee. Colon tumor samples were taken from resected colons, and the isolation of tumor epithelium was performed as previously described (Sato et al., 2011a). Tumor samples underwent multiple washes with PBS before being minced into small pieces using a scalpel and incubated with collagenase II (10 mg/ml) for 1–2 h at 37°C. After incubation, the mixture was filtered through a 70-µm cell strainer to remove large undigested fragments. The cell suspension was centrifuged at 800 *g* for 2 min. The cell pellet was resuspended in PBS and centrifugation repeated. This procedure was repeated twice to remove debris and collagenase.

The isolated cells were resuspended in 12 mg/ml basement membrane matrix (Cultrex BME RGF type 2, Amsbio, BME-2) supplemented with complete media and plated as 10- to 15-µl droplets in a 6-well plate. After allowing the BME-2 to polymerize, complete media was added and the cells left at 37°C.

#### Complete media

AdDMEM/F12 medium supplemented with Hepes (1×; Invitrogen), Glutamax (1×; Invitrogen), penicillin/streptomycin (1×; Invitrogen), B27 (1×; Invitrogen), Primocin (1 mg/ml; InvivoGen), N-acetyl-l-cysteine (1 Mm; Sigma), RSPO1-conditioned medium (20% vol/vol; cells provided by C. Kuo [Stanford University School of Medicine, Stanford, CA]). A cell line is also available from Trevigen), recombinant Noggin protein (0.1 µg/ml; Peprotech), EGF (50 ng/ml; Peprotech), Nicotinamide (10 Mm; Sigma), SB202190 (10 µM; Stem Cell Technologies), and A83-01 (0.5 µM; Tocris).

Organoid culture medium was refreshed twice a week. To passage the organoids, BME-2 was disassociated by pipetting. The organoids were collected into a falcon tube, and TrypLE (Invitrogen) was added before being incubated at 37°C for ∼5 min. A vigorous manual shake would ensue before the suspension was centrifuged at 800 *g* for 2 min. The remaining cell pellet was resuspended in 12 mg/ml BME-2 supplemented with complete media and plated as 10- to 15-µl droplets in a 6-well plate. After allowing the BME-2 to polymerize, complete media was added and the cells left at 37°C.

#### Liver metastases PDOs

Tissue was acquired from the Oxford Radcliffe Biobank with informed consent. The study was approved by the South Central-Oxford C Research Ethics Committee. Organoids were derived from human liver metastases of colorectal cancer using rapid isolation as previously described (Ashley et al., 2014; Buzzelli et al., 2018). Organoids were grown in DMEM/F12 + GlutaMAX containing StemPro, ROCK inhibitor, R-Spondin-1 (RSPO-1), Noggin, WNT3A, EGF, Insulin-like Growth Factor 1 (IGF-1), Fibroblast Growth Factor 10 (FGF-10), Fibroblast Growth Factor basic (FGF-β), and Endothelin 3 (ET3). Expression of colonic markers were assessed in organoid cultures and original tumor specimens. All organoids showed similar expression of colonic markers as their respective tumor specimen confirming their origin (Buzzelli et al., 2018). Organoids were passaged 2 d before itraconazole treatment. For itraconazole treatment, organoids were given fresh media containing 1.25, 2.5, or 5 µM itraconazole or untreated media. Time-lapse images were captured every 3 h for 60 h on a Nikon Eclipse Ti-E inverted microscope system. Images were converted to TIF files and the area of organoids were measured using in-house software written in MATLAB R2015b software.

### SA-β-GAL staining

Cells were washed with PBS and fixed with 0.5% glutaraldehyde in PBS for 15 min at room temperature. Cells were then washed with 1 mM MgCl_2_ in PBS, pH 6.0. X-Gal staining solution was incubated overnight at 37°C. Cells were then washed in PBS and visualized on a bright field tissue culture microscope.

X-Gal staining solution: 1× X-Gal and 1× KC solution in MgCl2/PBS. KC solution: 0.32g K_3_Fe(CN)_6_, 1.05g K_4_Fe(CN)_6_ × 3H_2_0, and 25 ml PBS, pH 6.0.

### RT-PCR

SYBR green RT-PCR was performed under standard conditions using a Rotorgene (RG3000; Corbett Research) or a QuantStudio 12K Real-Time Flex System (Life Technologies). Custom primers were validated before use using standard SYBR green qRT-PCR and agarose gel electrophoresis of PCR products. Samples were normalized to housekeeping genes *β-actin* or *β2 microglobulin*.

TaqMan RT-PCR was performed under standard conditions as above. Samples were normalized to housekeeping genes ribosomal protein *L19* and/or *β2 microglobulin*. All TaqMan probes underwent initial efficiency validation using standard curve analysis.

#### Human metastatic organoid RT-PCR

RNA was harvested using RNeasy purification kit (Qiagen). RNA was reverse transcribed using Moloney mouse leukemia virus reverse transcription (Promega) primed with oligo (dT). Quantitative RT-PCR primers were designed using PRIMER EXPRESS (Applied Biosystems). SYBR green chemistry was used with rL32 as the internal reference gene. The conditions were 95°C for 10 min, 40 cycles of 95°C for 15 s, and 60°C for 15 s (Mx3005P; Stratagene). Results were analyzed using sequence detector software, relative fold differences were determined using the ΔΔCt method.

### Drug synergism assay and analysis

HT55 and SW948 cells were seeded at concentration of 10^5^ cells per ml in a 96-well plate. Cells were treated with a range of itraconazole (0–5 µM) and 5-fluorouracil (5-FU; Sigma; 0–0.8 µM) or Oxaliplatin (Sigma; 0–4 µM) concentrations in quadruplicate for each drug combination. All reagents were dissolved in dimethyl sulfoxide (Sigma). Cell growth over time was measured using an Incucyte ZOOM instrument. Data were analyzed after 3 (Oxaliplatin) and 5 d (5-FU) of treatment. Data were normalized to lowest seeding value. Final growth values for each treatment were calculated as percentage of the vehicle control value.

### RNA sequencing and bioinformatic analysis

RNA was extracted using the RNAeasy Micro Plus kit (Qiagen) and quantified using the Qubit RNA Assay kit (Thermo Fisher Scientific). RNA quality was assessed using the Agilent Bioanalyzer system as per manufacturer’s instructions. After normalization and sample randomization, Truseq library (Illumina) preparation was performed at the CRUK CI genomics facility and subsequent single-end, 50-bp sequencing using the HiSeq system (Illumina). After human genome alignment (hg19), read counts were normalized, and differential expression was tested using the DEseq protocol (Mortazavi et al., 2008; Anders and Huber, 2010). Data were deposited to the GEO database under accession no. GSE114014.

GO pathway analysis was performed using the online tool from GeneGO Metacore. Further bioinformatics analysis was performed using the GENE-E and Morpheus platforms (Broad Institute) on the Cancer Cell Line Encyclopedia database and the expression database of Marisa et al. (2013). GSEA was performed using the Broad GSEA tool. Genes were preranked based on fold change.

All experiments were performed in biological quadruplicate.

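The control experiment had 16 samples of DLD1 cells in 4 groups, CFSE-labeled and unlabeled, on day 1 and day 6, with 4 replicates each. The sample labels name the later time point day 5, and the paper's day 6 is used here. As for the sorted samples, the authors deposited raw counts per gene, and between 12738718 and 17160555 reads per sample were counted on genes, with a median of 14794706. Time was tested as day 6 minus day 1 averaged over both dye groups, and the dye as CFSE minus unlabeled averaged over both days, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 14518 genes tested, 7185 had an adjusted p-value under 0.05 for time, 3837 higher and 3348 lower on day 6, and 4136 for the dye, 1919 higher and 2217 lower with CFSE. With the replicate number, taken from the labels, as a block, 7604 and 4649 genes passed. Among the genes that passed without the block, 1708 for time and 509 for the dye also had a log2 fold change of at least 1 in size. Considered one day at a time, the dye changed 3162 genes on day 1 and 745 on day 6. Same-numbered samples deviated together between CFSE and unlabeled cells, at a mean r across genes of 0.154 on day 1 and 0.271 on day 6, against -0.0514 and -0.0902 for differently numbered samples, and between days in CFSE-labeled cells (0.224 against -0.0746), but not between days in unlabeled cells (-0.0848 against 0.0281).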

For human T-LRC (CFSE^+^) characterizations, as a control experiment to identify off-target effects of the CFSE dye and culture artifacts, bulk populations from DLD1 cells at days 1 and 6 after seeding, both with and without CFSE labeling, were included in the RNAseq analysis. 

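In a principal component analysis of log2 CPM (centered, not scaled, all 14518 tested genes), the first component held 51.9% of the variance and the second 19.1%. Of the total sum of squares, 38.5% lay between days, 16.2% between CFSE-labeled and unlabeled cells, 6.07% in their interaction and 39.2% between replicates within groups. Time and dye were each larger than the replicate error when labels were swapped within same-numbered samples (exact permutation p = 0.0156 for time and 0.00781 for the dye). The 500 most variable genes gave the largest share to the first component, 66.4%, and shares of 49.4% for time and 14.9% for the dye. The paper's text does not name the transformation or the genes used. On the first component, the CFSE-labeled samples of day 1 lay between -75.0 and -45.9 and those of day 6 between 20.5 and 33.3. Unlabeled samples of day 1 lay at -39.0, -34.6 and -25.9 for replicates 1 to 3 and at 33.7 for replicate 4, and those of day 6 between 31.2 and 66.9. With replicate 4 left out of every group, 49.04% of the sum of squares lay between days and 15.8% between dyes. From its own principal component analysis, the paper states that nearly all of the transcriptomic differences in this experiment came from time in culture.

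**Figure D2:**
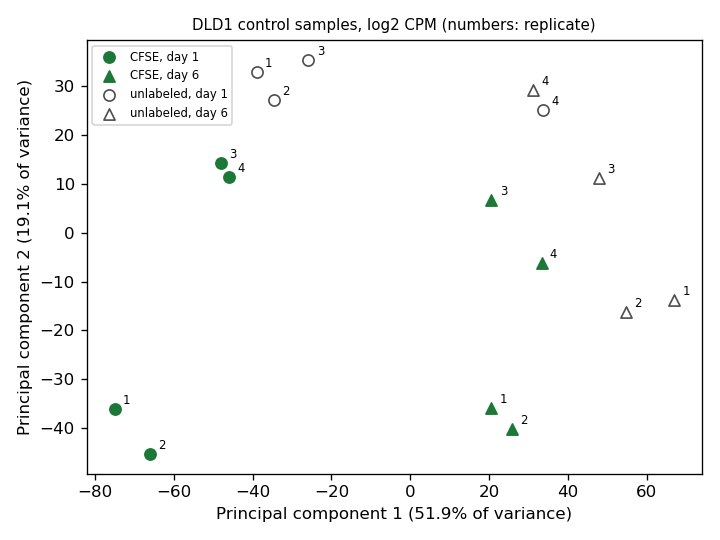
Position of the 16 DLD1 control samples on principal components 1 (51.9% of the variance, horizontal) and 2 (19.1%, vertical) of log2 CPM. Filled green symbols are CFSE-labeled and open symbols unlabeled, circles are day 1 and triangles day 6, and the numerals give the replicate. Replicate 4 of the unlabeled day 1 samples lies at 33.7 on component 1, among the day 6 samples.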

Principal component analysis (PCA) of these control experiments showed that of the transcriptomic differences seen in this experiment, ∼97% were generated by time in culture, and <1% were attributable to the dye.

#### PDO targeted gene sequencing

For targeted sequencing, we used a custom cRNA bait set (Agilent SureSelect and WTSI v4 Panel) to enrich for all coding exons of 279 cancer genes. Short insert libraries (150 bp) were prepared and sequenced on the Illumina HiSeq 4000 using 75-bp–end sequencing as per Illumina’s protocol. The mean sequence coverage was ∼800× for the tumor samples. Sequencing reads were aligned to the reference human genome (GRCh37d5) using BWA-MEM (v0.7.15; Li, 2013), CaVEMan (v1.11.2) was used for calling substitutions (Jones et al., 2016), and Pindel (v2.2.2) for small insertions and deletions (Raine et al., 2015). Matched blood sample to remove germline mutations and somatic mutations were screened against a list of known cancer mutations to flag potential drivers.

### Statistical analysis

Statistical analysis was performed in Excel (Microsoft) and Prism v6 (GraphPad). All data were assessed for normality using the D’Agostino and Pearson test. Significance of parametric data were tested using a two-tailed Student’s *t* test. For nonparametric data, the Mann Whitney *U* test was used. For multiple group comparisons, ANOVA testing was performed. Raw experimental data are presented in Data S1.

### Primers and probes

#### Mouse TaqMan probes

LP19, Mm02601633_g1; β2-MG, Mm00437762_m1; EphB2, Mm01181021_m1; Axin2, Mm00443610_m1; Msx1, Mm00440330_m1; Id1, Mm00775963_g1, p21, Mm04205640_g1, Hes1, Mm01342805_m1; Cox-2, Mm03294838_g1; CyclinD1, Mm00432359_m1; Gli1, Mm00494654_m1; Ptch1, Mm00436026_m1; Lysozyme, Mm00657323_m1; MMP7, Mm00487724_m1; Muc2, Mm01276696_m1; Dll1, Mm01279269_m1; Atoh1, Mm00476035_s1; ChgA, Mm00514341_m1; Sox9, Mm00448840_m1; CDX1, Mm00438172_m1; Villin, Mm00494146_m1; Lgr5, Mm00438890_m1; Bmi1, Mm03053308_g1; PW1, Mm01337379_m1; DCAMKL-1, Mm00444950_m1; Notch1, Mm00435249_m1, CD133, Mm00477115_m1; and CD44, Mm01277163_m1.

#### Human TaqMan probes

Lgr5, Hs00173664_m1; Smo, Hs01090242_m1; Ptch1, Hs00181117_m1; Shh, Hs00179843_m1; β-actin, Hs01060665_g1; Axin2, Hs00610344_m1; RPL19, Hs02338565_gH; EphB2, Hs00362096_m1; Cldn1, Hs00221623_m1; Sox9, Hs00165814_m1; CDX2, Hs01078080_m1; Muc2, Hs03005103_g1; and PTK7, Hs00897151_m1.

#### Human primers

*rL32* forward, 5′-CATCTCCTTCTCGGCATCA-3′; *rL32* reverse, 5′-ACCCTGTTGTCAATGCCTC-3′; *Lgr5* forward, 5′-AACAGTCCTGTGACTCAACTCAAG-3′; *Lgr5* reverse, 5′-TTAGAGACATGGGACAAATGCCAC-3′; *Shh* forward, 5′-TTATCCCCAATGTGGCCGAG-3′; *Shh* reverse, 5′-TACACCTCTGAGTCATCAGCC-3′; *Ihh* forward, 5′-TCCGTCAAGTCCGAGCAC-3′; *Ihh* reverse, 5′-CTCGATGACCTGGAAGGCTC-3′.

### Drug screen compounds and other reagents

HGF (R&D), Dkk1 (R&D), Wif1 (R&D), Draxin (R&D), sFRP1 (R&D), sFRP5 (R&D), BMP4 (R&D), Gremlin (R&D), Jagged 1 (Anaspec), BMP3 (R&D), BMP7 (R&D), Dll1 (R&D), Dll4 (R&D), DAPT (Sigma), DAPT-GSI (Sigma), TGF-α (R&D), Lrig1 (R&D), Shh (R&D), Ihh (R&D), Itraconazole (Sigma), Gant-61 (Tocris Bioscience), Calcitriol/Vit D (Sigma), Rapamycin (LC Laboratories), ICG-001 (Tocris), and Carnosic Acid (Sigma; also see Data S1)

Xenograft and in vivo itraconazole dosing experiments: Beacon Pharmaceuticals (10 mg/ml).

Antibodies for IHC and FACS: AGR2 (Atlas, HPA007912), GDF15 (Atlas, HPA011191), β-catenin (BD Biosciences, 610154), and PTK7 (clone 188B; Miltenyi).

### Online supplemental information

Fig. S1 shows the mathematical modeling used to identify the CFSE^High^ dormant population, summary data from RNAseq characterizations of LRCs, and the plasticity seen in LRC populations. Fig. S2 demonstrates itraconazole mediates its effect through noncanonical Hh signaling mediated by SuFu. Fig. S3 summaries shows additional preclinical validation of the effect of itraconazole and a summary diagram explaining its effectiveness. Fig. S4 shows the effect of itraconazole in *Lgr5-Cre^ER^_Apc^fl/fl^* mice. Data S1 contains summary RNAseq DE tables, phenotype signatures, additional drug data, PDO sequencing data, and raw experimental data.

How the deposited data were processed for this re-analysis (not part of the article)

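RNA sequencing was measured in 64 samples of colorectal cancer cell lines. Of these, 48 were spheroid cells sorted on day 6 by their CFSE signal, with 4 replicates of LRCs and 4 of non-LRCs from each of HT55, SW948, RKO, SW48, DLD1 and HCT15. The other 16 were unsorted DLD1 controls, CFSE-labeled or unlabeled, on day 1 and day 6 of the paper (day 5 in the sample labels), with 4 replicates per group. Samples were assigned to line, population, dye, day and replicate from the sample labels and the paper.

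For each sample, the authors deposited raw counts of reads per gene, as whole numbers without normalization, for 54127 genes listed by Ensembl identifier. According to the methods, 50-bp single-end reads were aligned to hg19 (GRCh37). The paper's text names neither the aligner, the counting program nor the gene annotation. Each table of counts ends with summary counts in the form that htseq-count writes, so reads that aligned to several places or overlapped several genes were not assigned to a gene. Counts of genes with near-identical copies are therefore uncertain. The steps that the authors took from these counts onward, the DEseq protocol, preranked gene set enrichment analysis and a pathway database, are not part of the deposited counts. No 2 samples held identical counts.

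Between 12237225 and 20913455 reads per sample were counted on genes, with a median of 15063858. Reads that aligned outside genes made up 5.19% to 14.8% of the reads on genes, outside genes or ambiguous between genes. At this depth, genes with few counts per sample carry a large counting error, and a gene listed at 0 CPM was not detected at this depth. Gene symbols were found for 39260 genes (72.5%) and GRCh37 positions for 47098, from GENCODE release 44 on GRCh37 and a table of gene names.

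Counts were analyzed in R 4.3.3. Genes with at least 10 counts in at least 4 samples of a comparison were kept. Library sizes were normalized by edgeR's TMM method, and differences were tested with edgeR 4.0.16 (quasi-likelihood test, two-sided) with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The test across the 6 lines used all 48 sorted samples with cell line as a covariate. Each line was also tested alone with its 8 samples. The controls were tested with group means of dye and day. Log2 CPM values were computed with a prior count of 2. The effect of a gene set in a line was the mean log2 CPM of its tested genes in LRCs minus that in non-LRCs. It was tested over the 6 line means with an exact two-sided sign-flip test of 64 flips, and within a line with an exact two-sided permutation test. Tests over same-numbered pairs drew 100000 sign flips, two-sided, and took the 24 pairs, not the 6 lines, as independent units. Whether a set effect differed between lines, a test added later, was examined with 10000 permutations of the pairs over the lines. Enrichment scores came from fgsea 1.28.0 on genes ranked by the log2 fold change across the 6 lines, with 10000 gene permutations. Clustering used average linkage on Pearson's r of log2 CPM, and the principal components of the controls were centered and not scaled.

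S-phase and G2/M genes were those of Seurat 5.3.0. Keratins and matrix metalloproteinases were taken by their symbols among protein-coding genes. The other gene sets were listed by hand and not checked against a published collection. Genes named in the text are those the paper names in its RNA sequencing section or as markers, the 5 most increased and 5 most decreased genes with an adjusted p-value under 0.05, a mean of at least 1 log2 CPM and the same direction in all 24 same-numbered pairs, and the 3 members of each gene set with the smallest p-values.

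Each result was computed again with other settings. These were DESeq2 1.42.0 in place of edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, each replicate number left out in turn, all 48 samples in one fit for the tests of single lines, group means of line and population, a log2 fold change of at least 1, library size without TMM, a prior count of 0.5, a ranking by signed statistic or by DESeq2's fold change, Spearman correlation, the 1000 or 500 most variable genes, normalized counts without a log, and DESeq2's variance stabilizing transformation. The sample mapping, the tests of the comparisons described above, the gene sets, the rule for named genes and their alternative settings were fixed before the data were examined. The share of nearest samples with its settings, the tests of differences between lines and the tests of technical explanations were added after seeing the data, and the tests of replicate batches and of reads from other lines were also revised after their first form had been run.

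The tests were tried on simulated counts in which 200 genes, none with low counts, were changed by a log2 fold change of 1, equally in every line. Across the 6 lines edgeR recovered 100% of them and 6.10% of its calls were false, and DESeq2 recovered 100% with 9.50% false calls. With 4 samples against 4 of a line, simulated from HT55, edgeR recovered 97.5% with 4.41% false calls and DESeq2 97% with 8.92% false calls. The simulated spread between replicates was equal for all genes, and no replicate batches were simulated. These rates therefore do not apply to smaller changes, to low counts or to lines with replicate batches. The power of the real test in HT55 was not measured. Hallmark gene sets, the signatures of the cited microarray study and the pathway database were not used here, and itraconazole-treated samples were not analyzed here.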

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

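The tests of replicate batches, of library size and reads outside genes by line, of detection at equal depth and of reads from other lines were chosen only after the result was seen.

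Single samples lay far from the other 3 of their group in 4 of 196 groups examined, where about 1 in 20 groups would do so by chance. Distance was measured as the gap to the nearest sample over the range of the group. Replicate 2 of the HT55-LRCs had a mean of 6.31 log2 CPM for hypoxia genes, against 7.23 to 7.25 in the other 3 (gap over range 0.9749). Replicate 2 of the SW48 non-LRCs had a mean of 6.88 log2 CPM for cholesterol biosynthesis genes, against 6.12 to 6.17 (0.936). Replicate 2 of the RKO non-LRCs had 0.88 log2 CPM for matrix metalloproteinases, against 1.08 to 1.11 (0.850). Replicate 4 of the SW948-LRCs had about 19860000 reads on genes, against 15230000 to 15850000 (0.864). The sample with the same number in the other population lay the same way in HT55 and SW48. For hypoxia genes, replicate 2 of the HT55 non-LRCs was at 6.33 log2 CPM, against 6.66 to 6.73 in the other 3, and for cholesterol biosynthesis genes, replicate 2 of the SW48-LRCs was at 6.34, against 5.96 to 6.04. In both lines, the LRC and non-LRC samples of replicate 2 were each other's nearest sample, with an r of 0.993 in HT55 and 0.989 in SW48. A batch shared by the LRCs and non-LRCs of replicate 2 is a candidate explanation for these samples. Deviations from the group means had a mean r of 0.349 between same-numbered and -0.105 between differently numbered samples in HT55, and of 0.377 and -0.113 in SW48 (one-sided exact permutation p = 0.0417 in each, the smallest that 24 orderings allow). Replicate 4 of the SW948-LRCs also resembled non-LRCs. Its nearest sample was replicate 3 of the SW948 non-LRCs (r = 0.9951), and it was the nearest sample of SW948 non-LRCs 1, 3 and 4. Its mean was 3.14 log2 CPM for Hh signaling genes, against 3.49 to 3.57 in the other SW948-LRCs and 3.03 to 3.17 in non-LRCs, and 0.42 for matrix metalloproteinases, against 1.12 to 1.40 and 0.29 to 0.58. Without replicate 4 of both populations, 940 genes passed in SW948, where 0 passed with it (2350 at an unadjusted p-value under 0.05). The count in SW948 also left 0 with replicate 4 kept, at 501 genes with the replicate block, 245 with DESeq2, 973 with no filter on low counts and 389 with all 48 samples in 1 fit. No explanation was tested for the RKO and SW948 samples.

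The number of genes called between LRCs and non-LRCs was set against splits that swapped the 2 populations within same-numbered pairs. Across the 6 lines, 1 of 40 splits, the real one, gave as many genes, and the largest count in another split was 155 against 3803. Within RKO, SW48, DLD1 and HCT15, 1 of 8 splits gave as many genes in each line, and the other splits called 0 genes. In HT55 and in SW948, 8 of 8 splits gave as many, since the real split also called 0 genes, with 1005 and 2350 genes at an unadjusted p-value under 0.05. With 8 splits the share cannot go under 0.05 whatever the counts, so the splits do not decide for single lines. All splits were fitted without the replicate block. Log2 fold changes across the 6 lines had a Spearman correlation of 0.0610 with gene length and -0.0332 with GC content, over 16013 genes (96.45% of those tested had a value), both under the size of 0.3 set for a bias. LRCs had more reads on genes in 4 of 6 lines and a higher percent of reads outside genes in 4 of 6 lines, so neither followed the populations in 1 direction.

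Counts within lines rose in 4 lines when the replicate number, taken from the labels, was a block. Over all 6 lines the mean r of deviations was 0.351 higher for same-numbered than for differently numbered LRC and non-LRC samples. The size of this difference followed the rise in part. It was largest in HCT15 (0.477 against -0.159), whose count rose, and absent in RKO (-0.0479 against 0.0163), whose count did not. But it was also present in HT55 (0.349 against -0.105), which stayed at 0 genes. There, 2055 genes had an unadjusted p-value under 0.05 with the block and 1005 without it. In SW948 the difference was small (0.0923 against -0.0303, one-sided exact permutation p = 0.25), and the count rose to 501. In DLD1 and in HCT15 the one-sided exact permutation p was 0.0833. Batches shared by LRCs and non-LRCs of 1 number may contribute, but whether they account for the rise cannot be told from these values.

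LRC effects differed between lines. A test of line by population called 2380 of 16603 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and 5017 at an unadjusted p-value under 0.05. Of 12 gene sets, 8 differed between lines after Benjamini-Hochberg adjustment. The adjusted permutation p was 6e-04 for S-phase genes and for Myc targets, the smallest that the permutations gave, 8e-04 for cholesterol biosynthesis genes, 9e-04 for G2/M genes, 0.00096 for Wnt target genes, 0.001 for keratins, 0.00394 for Hh signaling genes and 0.0113 for complement genes. The S-phase effect was -0.63 log2 CPM in RKO, -0.52 in DLD1 and -0.27 in SW48, but 0.10 in HCT15, where all 4 pairs were higher in LRCs. The difference did not follow the subtypes, since DLD1 and HCT15 are both CCS3. Neither a technical nor a biological explanation of the differences between lines was tested.

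Hypoxia genes, a set that the paper does not analyze, were higher in LRCs by a mean of 0.25 log2 CPM. The effect was positive in all 6 lines and in 20 of 24 pairs (exact sign-flip p = 0.031, the smallest that 6 lines allow, 0.0469 after Benjamini-Hochberg adjustment over 12 sets). Within a line, the exact test of 4 against 4 gave no p under 0.143. ADM had a log2 fold change of 0.82, P4HA1 of 0.45 and KDM3A of 0.37. The set lay at percentile 100 of 10000 random lists matched on mean expression, so the general rise of genes with low counts did not account for it. Without replicate 2, which holds the distant HT55 sample, the mean was 0.26 but 1 line changed direction (exact sign-flip p = 0.0625). Gene length and GC content were tested across all genes only (0.0610 and -0.0332). A lower oxygen supply where LRCs sit in the spheroids is a candidate explanation, but no position or oxygen was measured. A batch shared by both members of a same-numbered pair would not give a difference within pairs, and with the pairs as a block the permutation p was 2e-05. Effects of the dye and of the sort on this set were not tested and cannot be told apart from it.

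More genes were detected in LRCs than in non-LRCs. Scaled to the same 12237225 reads, the LRC sample had more detected genes in 21 of 24 same-numbered pairs, by a median of 603 genes (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give), so depth did not account for it. Of the 1660 tested genes with the lowest expression, 68.9% had a positive log2 fold change, with a median of 0.14, against 43.2% and -0.02 among the 1661 with the highest. Across the 24 pairs, centered within lines, the difference in detected genes was correlated with the difference in the percent of reads outside genes (Pearson's r = 0.690, permutation p = 0.00344, and Spearman's rho = 0.652, permutation p = 0.00551). It was 0.572 without the 2 pairs farthest from the median. These were the only relations of this family computed. Unspliced RNA or DNA in LRC libraries may thus add to low counts. But centering within lines removes the mean difference of a line, which this relation leaves open. The mean percent of reads outside genes was higher in LRCs in 4 lines, but changed by -0.353 points in HT55 and -0.367 in SW948. In SW948 the median of detected genes, before scaling, was still 20660.5 in LRCs against 20017 in non-LRCs. Reads from libraries of the other lines remain another candidate source. Among genes under 0.1 CPM in a line, those highly expressed in another line rose more in LRCs than genes low in every line in 5 of 6 lines, with HCT15 the exception (0.13 against 0.27 log2). In DLD1 the difference was small, at 0.35 against 0.34 with 37 genes highly expressed elsewhere. Genes low in every line also rose in all 6 lines, by 0.05 to 0.42 log2, which reads from the other lines would not give, so this source could account for only part of the rise. The first form of that test chose its genes by their level in non-LRCs alone and was replaced because that choice favors a rise. A wider set of genes expressed at low level in LRCs was not told apart from these sources.

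Since low counts rose in general, each set with a positive mean effect was compared with 10000 random lists matched on mean expression. Hh signaling genes and keratins lay at percentile 100, matrix metalloproteinases at 99.99, complement genes at 99.98 and differentiation markers at 98.98. Wnt target genes, at 0.0886 log2 CPM and with HCT15 in the other direction, lay at percentile 97.77. The 9 tested components of the Hh pathway lay at percentile 85.05, where random lists had a median of 0.09 log2 CPM, so their rise of 0.17 log2 CPM may be part of the general rise.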

How the results depend on the processing

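All alternatives were fixed in advance except those for nearest samples, which were chosen after seeing the data, and no further tests were chosen after the result was seen. The cause was not tested for any of the changes given here.

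Across the 6 lines, 3803 genes passed, and between 3093 and 4237 with DESeq2, no filter, at least 10 counts in every sample, the replicate block or group means. With a log2 fold change of at least 1, 163 passed, and 2243 to 2945 across the 4 fits that each left out 1 replicate. That change requirement left 508 of 5279 genes in RKO, 107 of 1978 in DLD1, 53 of 105 in SW48 and 40 of 137 in HCT15, and in the controls 1708 of 7185 for time and 509 of 4136 for the dye. DESeq2 called 37 genes in HT55 and 245 in SW948, where edgeR called 0 (1005 and 2350 at an unadjusted p-value under 0.05), and 360 in SW48 and 528 in HCT15. With no filter on low counts edgeR called 102 in HT55, 973 in SW948, 285 in SW48 and 347 in HCT15. With the replicate number as a block, 501 passed in SW948, 1279 in SW48, 4591 in DLD1 and 2987 in HCT15. With all 48 samples in 1 fit, 106 passed in HT55, 389 in SW948, 486 in SW48, 646 in DLD1 and 697 in HCT15.

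Leaving out each replicate in turn gave 0 to 808 genes in HT55 (302 to 2689 at an unadjusted p-value under 0.05), 0 to 940 in SW948 (772 to 3055 unadjusted), 3387 to 4721 in RKO, 0 to 497 in SW48 (1258 unadjusted without replicate 3 and 916 without replicate 4), 581 to 1515 in DLD1 and 0 to 27 in HCT15 (1342 to 1905 unadjusted where 0 passed). In the controls the range was 4351 to 7741 for time and 1302 to 3657 for the dye.

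Set effects kept their direction and their side of the threshold in 80 comparisons, and 10 were weaker, 5 stronger and 1 reversed. With the same-numbered pairs as a replicate block, S-phase genes (-0.22 log2 CPM), G2/M genes (-0.17), cholesterol biosynthesis genes (-0.25) and Wnt target genes (0.0886) passed the threshold, in a test that takes pairs and not lines as units. Keeping genes with at least 10 counts in every sample gave 0.0879 for Hh signaling genes (exact sign-flip p = 0.156), 0.11 for Hh pathway components (exact sign-flip p = 0.0938) and 0.0239 for matrix metalloproteinases (exact sign-flip p = 0.844), and reversed differentiation markers to -0.13. With 1 replicate left out, Hh signaling genes ranged from 0.19 to 0.23, Hh pathway components from 0.16 to 0.20, Myc targets from -0.14 to -0.13, cholesterol biosynthesis genes from -0.27 to -0.24, differentiation markers from 0.18 to 0.22 and hypoxia genes from 0.21 to 0.29. Of these sets, all but the cholesterol biosynthesis genes fell short of the threshold in 1 or 2 of these fits, and cholesterol biosynthesis genes passed without replicate 1.

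Enrichment scores were unchanged in direction and side of the threshold in 76 comparisons, with 3 weaker and 1 reversed. The scores with at least 10 counts in every sample were 1.40 for Hh signaling genes (gene permutation p = 0.0967), 0.56 for matrix metalloproteinases (p = 0.951 from the same permutation) and -1.14, reversed, for differentiation markers. Ranked by DESeq2's fold change, Myc targets had a score of -3.46 with a gene permutation p of 0.0769, the smallest possible there.

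The share of samples whose nearest sample came from the same line and population, 83.3%, was 91.7% with the 1000 most variable genes and 66.7% to 80.6% with 1 replicate left out. In the controls, the first principal component held 66.4% with the 500 most variable genes against 51.9%. Without a log, the share of the sum of squares was 20.0% for the dye and 18.3% for time, and the dye's share was 15.8% to 19.7% with 1 replicate left out. Named genes kept direction and side of the threshold in 332 comparisons, and 16 were weaker and 1 stronger. SUFU, at 0.01, ranged from -0.0195, reversed, without replicate 3 to 0.0225 without replicate 1. The results for matrix metalloproteinases, differentiation markers and Hh genes rested on genes that the stricter filter removed. That filter drops genes with low counts everywhere and also genes abundant in only some lines. CEACAM5, for example, was at 2982 CPM in HT55-LRCs and 0.565 CPM in RKO-LRCs. Low counts may limit these results, but the filter does not tell them apart from expression in few lines.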

Differences from the paper's values

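No test in this part was chosen only after the result was seen. For the DLD1 controls, the paper states that 97% of the differences lay along time in culture, and here the days held 38.5% of the total sum of squares and the first principal component 51.9% of the variance. None of the alternatives set before the data were examined closed the gap for the sum of squares, which ranged from 18.3% without a log to 49.4% with the 500 most variable genes. For the first component, only the 500 most variable genes, at 66.4%, came within 1.5 times the paper's value. The paper puts the share of the dye under 1%, and here it was 16.2%. None of the alternatives set before the data were examined closed this gap, with values from 14.9% with the 500 most variable genes to 20.0% without a log.

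The paper's normalized enrichment score for Hh signaling was about 2.0 in Fig. 2 C, read by eye, and the hand-written list gave 1.85. The paper's score for Myc targets was about -3.0 in Fig. 2 C, read by eye, against -3.35 here. For neither score did an alternative set before the data were examined reach the paper's value. The closest were 1.95 without replicate 2 for Hh signaling genes and -3.22 without replicate 4 for Myc targets.

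The paper describes Wnt targets as lower in LRCs than in non-LRCs in every subtype. Here the mean change of 24 Wnt target genes, listed by hand and not taken from the paper, was 0.09 log2 CPM (exact sign-flip p = 0.1875). It was positive in 5 of 6 lines, with HCT15 the exception at -0.19. Within a line, the exact test of 4 against 4 gave p = 0.0286 in RKO and SW48, both higher in LRCs. In the other lines the change was within the spread of the replicates by that test. A change across lines was thus not established in either direction. The paper describes CCS2-LRCs as clustering apart from CCS1 and CCS3. Here RKO-LRCs lay apart, but SW48-LRCs had a higher r with HCT15-LRCs (0.869) and DLD1-LRCs (0.858) than with RKO-LRCs (0.830), and fell in 1 group with them. In Fig. 1 F, replicates 1 and 2 of the HCT15-LRCs lie apart from all other samples, whereas here the 4 HCT15-LRC replicates formed 1 group when the 24 samples were divided into 6.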

Other observations

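The test of a mislabeled control was chosen only after the result was seen. Replicate 4 of the unlabeled day 1 controls lay at 33.7 on the first principal component, among the day 6 samples, while the other 7 day 1 samples lay between -75.0 and -25.9. Its share of reads outside genes was 8.96%, between the 5.19% to 8.35% of the 8 day 6 samples and the 10.7% to 14.8% of the other day 1 samples, so a wrong label cannot be told apart from an unusual sample. All 8 day 6 samples lay between 20.5 and 66.9 on the first component, so on it none resembled day 1, which goes against an exchange of labels. On the second component, replicate 4 of the unlabeled day 6 controls lay at 29.2, within the 25.3 to 35.5 of unlabeled day 1. The other unlabeled day 6 samples lay between -16.2 and 11.3. An exchange with that replicate 4 is not excluded. But that sample lay at 31.2 on the first component, so an exchange would still leave a day 1 sample among the day 6 samples. It would thus not account for the position on the first component. A batch shared by replicate 4 of the unlabeled day 1 and day 6 controls would make these the closest pair. The r of the day 1 sample was 0.99186 with replicate 4 of day 6 and 0.99233 with replicate 3 of that group. These values are too close to tell whether a batch was shared. Of 100 splits of the controls that swapped days within same-numbered samples, 2 gave as many genes as the real one. One was the real split with 7185 genes, and the other, with 7609, swapped only unlabeled replicate 4. For the dye, 1 of 100 splits, the real one, gave as many genes, and the largest other count was 1844. Replicate 4 was kept in all results here, apart from the fits without replicate 4.

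On the second component, CFSE-labeled replicates 1 and 2 lay between -45.3 and -36.0 on both days, and replicates 3 and 4 between -6.16 and 14.3. The dye changed 3162 genes on day 1 and 745 on day 6, and 145 genes (2474 at an unadjusted p-value under 0.05) had an effect of dye that differed between days by the test of that difference.

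LRCs are brighter for CFSE than non-LRCs, so a dye effect could enter the LRC profile. In DLD1, the log2 fold changes of LRCs had a Pearson's r of -0.336 across 13226 genes with those of CFSE minus unlabeled cells on day 6 (rho -0.371), and -0.0225 on day 1. The paper describes the dye as diluted with time. The unsorted cells of day 6 therefore do not measure an effect of dye retained in LRCs, and the negative r does not exclude one. LRCs might also keep the expression of day 1. Their r with day 6 minus day 1 in unlabeled controls was 0.0465 (rho 0.1102), above the -0.3 set as the limit for this. Genes are not independent replicates in these correlations. The comparison with the dye on day 1 and the last one rest in part on the unusual replicate 4 of unlabeled day 1. The comparison with the dye on day 6 includes replicate 4 of unlabeled day 6, which lay with unlabeled day 1 on the second component.

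The paper's PTK7 measurements in SW948 and HT55 are of surface protein, and by these its LRCs were generally PTK7 low. PTK7 mRNA had a log2 fold change of 0.06 across the 6 lines (standard error 0.05, adjusted p = 0.437 from edgeR's quasi-likelihood test). It was at 139.3 ± 6.22 CPM in SW948-LRCs and 130.5 ± 8.99 CPM in SW948 non-LRCs (SD, n = 4), and at 663 ± 52.1 and 589 ± 119 CPM in HT55. PTK7 had a log2 fold change of 0.45 in DLD1 (adjusted p = 0.009 from edgeR) and of -0.38 in HCT15 (adjusted p = 0.0693 from edgeR, and 0.00103 with the replicate number, taken from the labels, as a block).

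Levels of the Hh transcription factors were low in the CCS1 lines. GLI1 was at 0.0139 CPM in HT55-LRCs and 0 CPM in HT55 non-LRCs, and at 0.0739 and 0.0358 CPM in SW948. GLI2 was at 0 and 0.0177 CPM in HT55 and at 0.062 and 0.0487 CPM in SW948, against 16.1 and 15.8 CPM in SW48. In the remaining lines GLI2 was at 0.0128 and 0 CPM in RKO, 1.02 and 1.13 CPM in DLD1 and 7.68 and 7.23 CPM in HCT15. Low GLI2 was thus not limited to CCS1. SHH was at 167.8 ± 16.3 CPM in HT55-LRCs and 150 ± 3.92 CPM in HT55 non-LRCs (SD, n = 4).

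The percent of reads from mitochondrial genes was higher in LRCs by 3.81 percentage points in RKO, 3.45 in SW48, 1.07 in HCT15, 0.764 in HT55 and 0.0515 in DLD1, and changed by -0.192 in SW948. These differences were not tested.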
